# Primary effusion lymphoma enhancer connectome links super-enhancers to dependency factors

**DOI:** 10.1038/s41467-020-20136-w

**Published:** 2020-12-09

**Authors:** Chong Wang, Luyao Zhang, Liangru Ke, Weiyue Ding, Sizun Jiang, Difei Li, Yohei Narita, Isabella Hou, Jun Liang, Shijun Li, Haipeng Xiao, Eva Gottwein, Kenneth M. Kaye, Mingxiang Teng, Bo Zhao

**Keywords:** Chromatin analysis, Chromatin remodelling, Chromatin structure, Gene silencing

## Abstract

Primary effusion lymphoma (PEL) has a very poor prognosis. To evaluate the contributions of enhancers/promoters interactions to PEL cell growth and survival, here we produce H3K27ac HiChIP datasets in PEL cells. This allows us to generate the PEL enhancer connectome, which links enhancers and promoters in PEL genome-wide. We identify more than 8000 genomic interactions in each PEL cell line. By incorporating HiChIP data with H3K27ac ChIP-seq data, we identify interactions between enhancers/enhancers, enhancers/promoters, and promoters/promoters. HiChIP further links PEL super-enhancers to PEL dependency factors MYC, IRF4, MCL1, CCND2, MDM2, and CFLAR. CRISPR knock out of MEF2C and IRF4 significantly reduces MYC and IRF4 super-enhancer H3K27ac signal. Knock out also reduces MYC and IRF4 expression. CRISPRi perturbation of these super-enhancers by tethering transcription repressors to enhancers significantly reduces target gene expression and reduces PEL cell growth. These data provide insights into PEL molecular pathogenesis.

## Abstract (web summary)

Primary effusion lymphoma (PEL) has a very poor prognosis. Here, the authors perform H3K27ac HiChIP in PEL cells and generate the PEL enhancer connectome, linking enhancers and promoters in PEL, as well as super-enhancers to dependency factors.

## Introduction

Primary effusion lymphoma (PEL) is a rare non-Hodgkin’s lymphoma with very poor prognosis that often occurs in HIV infected people. Even in the highly active antiretroviral therapy (HAART) era, a PEL patient’s median survival is ~6 months, as there is no specific therapy^1^. Kaposi’s sarcoma-associated herpesvirus (KSHV or HHV-8) and Epstein-Barr virus (EBV) are tightly linked to this malignancy. A small subset of KSHV- or EBV-encoded proteins as well as non-coding RNAs and miRNAs play essential roles in PEL pathogenesis. The expression of KSHV genes is important for PEL growth and survival^2–5^. vFLIP (KSHV) and LMP1 (EBV), each activate NF-kB^6,7^. EBV superinfection of KSHV only in PELs increases tumorgenicity in vivo^8^. EBV and KSHV co-infection causes tumor formation in a humanized mouse model, and results in greatly reduced mice survival^9^. EBV can enhance the KSHV genome maintenance in PELs^10^. Analysis of PEL cell genomes revealed that coinfection with EBV is associated with fewer host genomic alterations compared to PELs that are only KSHV infected^11^. PELs that are coinfected with KSHV and EBV differ in gene expression profiles compared with KSHV positive and EBV negative PELs^12^.

PEL cells depend on a group of genes for their continuous proliferation, identified by genome-wide CRISPR screens^13^. These genes include *MYC*, *IRF4*, *CCND2*, *MCL1*, and *CFLAR*, which are important for transcription, cell cycle progression, and survival^13^. The expression of these oncogenes is controlled by enhancers and promoters. Enhancers are marked by unique histone modifications including H3K27ac and H3K4me1, and can be readily identified by chromatin immunoprecipitation followed by deep sequencing (ChIP-seq). However, it is difficult to assign these enhancers to their direct target genes as they can be anywhere in the genome, relative to their direct targets. In EBV transformed lymphoblastoid cell lines (LCLs), chromatin interaction analysis followed by deep paired-end sequencing (ChIA-PET) links enhancer–enhancer, enhancer–promoter, and promoter–promoter interactions genome wide^14^. LCL enhancers hundreds kb upstream loop to the *MYC* promoter to activate *MYC* expression. Enhancers upstream of *IRF4* skip the nearest gene *DUSP22* and interact with *IRF4* that is further away from the enhancer. Some enhancers even interact with genes on other chromosomes^15^. Frequently, important oncogenes are linked to multiple enhancers^14^. However, ChIA-PET is technically challenging as hundreds of millions of cells are needed. The recently developed HiCHIP method can achieve the same goal with much higher efficiency and much less input DNA^16^.

Transcription factors (TFs) and co-factors bind to enhancer DNA to assemble active enhancers. These TFs also recruit histone acetyl transferases (HATs) and histone methyl transferases (HMTs) to modify the histone tails at these enhancers. In different cancers, through altering enhancer DNA sequence, oncogenes can acquire new enhancers through de novo enhancer formation^17^. Viral proteins can form new enhancers by directly binding to enhancer DNA or induce cell TF DNA binding (such as NF-κB) to control key oncogene expression^18–20^, including that of EBV and KSHV proteins^21^. Human papilloma virus integration can function as a super-enhancer (SE) to drive viral oncogene expression^22^. Oncogenic TFs such as NOTCH can assemble SEs to control oncogene expression^23^. SEs can also be acquired by genome amplification^17^. EP300, a HAT, is essential for PEL growth and survival^13^, probably through enhancer activation.

Combinations of different histone modifications mark different genomic regulatory elements^24^. Alterations in histone modifications are often associated with oncogenesis^25^. ChIP-seq and ChIP-on-ChIP analysis of PEL cells identified active and repressed regions in the KSHV genome^26–29^. H3K4me3 and H3K27me3 ChIP-seq analysis of PEL cells identified active promoters and repressed regions genome wide^28,30,31^.

SEs are enhancers with extraordinarily high and broad H3K27ac ChIP-seq peaks compared to average enhancers^21,32^. SEs play critical roles in development and oncogenesis. SEs are co-occupied by many TFs and co-factors, and proposed to form phase-separated nuclear subdomains and are more sensitive to perturbations. SEs frequently target key oncogenes such as MYC^14^. Importantly, SEs are more sensitive to perturbations than typical enhancers^21,24^. Characterization of the SE components may lead to interventions.

Here we generate the PEL enhancer connectomes using H3K27ac HiChIP, linking all PEL enhancers to their direct target genes in both EBV positive and negative PEL cell lines. We then integrate these data with the H3K27ac ChIP-seq data. We find that PEL dependency factors are linked to PEL SEs. CRISPRi validate the functional significance of these PEL SEs in gene expression and cell growth.

## Results

### PEL enhancer interactomes

In order to fit the 2 m long genomic DNA into the tiny nucleus, genomic DNA is packaged in a very complexed yet ordered way. Transcription regulatory elements such as enhancers and silencers are positioned in close proximity to their direct target genes by looping out intervening sequences, even though they can be hundreds of kb away from each other. Next-generation sequencing-based assays now can efficiently identify long-range chromatin interactions to generate connectomes. 

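H3K27ac HiChIP joins chromatin contacts by ligation and enriches them with an antibody to H3K27ac. It was done in 4 PEL cell lines, the EBV positive BC1 and JSC and the EBV negative BC3 and BCBL1. For each line, the authors merged the replicates and deposited the interactions with their score, the number of read pairs normalized by the valid read pairs of that line. The scores were whole multiples of one step per line. The lowest deposited score therefore stood for 4 steps in BC1 and JSC, 3 in BC3 and 6 in BCBL1. Because the replicates were merged, no spread between replicates can be given for any value from these lists, and no test between lines was made. Positions are those of GRCh37 (hg19), and no deposited interval ran past the end of its chromosome there.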

To link PEL enhancers to their direct target genes, H3K27ac HiChIP was used^16^. PEL cell lines BC1, JSC, BC3, and BCBL1 were chosen for the analyses. BC1 and JSC are EBV positive while BC3 and BCBL1 are EBV negative. PEL cells were first cross-linked with formaldehyde. The DNA was cut with Mbo I. The DNA ends were filled with biotinylated dATP and other unlabeled nucleotides and ligated in situ. H3K27ac ChIP was used to enrich the DNA interactions mediated by H3K27ac. Ligated DNA was captured by avidin beads and paired-end deep sequenced. The sequencing reads were then mapped to the human genome using HiC-Pro^33^. Significant genomic interactions were called using hichipper, normalized by total valid paired interaction reads^34^. H3K27ac HiChIP identified 12,511, 13,821, 8184, and 12,129 significant interactions between H3K27ac peaks in BCBL1, BC3, BC1, and JSC cells.

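The deposited lists held 8184 interactions in BC1, 12129 in JSC, 13821 in BC3 and 12511 in BCBL1. Their median distance between anchors was 11.3 kb in BC1, 12.1 kb in JSC, 10.8 kb in BC3 and 14.9 kb in BCBL1, and the shortest was 5 kb in each line. At least 5 normalized read pairs were reached by 1189 interactions in BC1, 3719 in JSC, 1738 in BC3 and 4780 in BCBL1, the alternative that lowered the counts most in BC1, JSC, BC3 and BCBL1 alike. A H3K27ac peak of the same line overlapped 23.9% of the 11574 different anchors in BC1 (95% exact binomial interval 23.1 to 24.6). The shares were 37.8% of 15426 anchors in JSC, 22.5% of 21625 in BC3 and 60.8% of 13784 in BCBL1. When the same anchors were shifted along their chromosome 1000 times, 4.00%, 4.71%, 4.46% and 8.71% met a peak on average in BC1, JSC, BC3 and BCBL1. With at least 5 normalized read pairs, the alternative that moved these shares most, 44.4%, 58.5%, 42.6% and 77.2% of the anchors met a peak. The observed share was above every shifted share in each line (one-sided permutation test, p = 0.000999, the smallest that 1000 shifts can give). Both anchors met a peak in 17.6% of the interactions in BC1, 33.6% in JSC, 13.5% in BC3 and 56.4% in BCBL1. Neither anchor did in 51.8%, 30.4%, 57.5% and 9.20% of them, in the same order. In all 4 lines, 794 interactions of BC1 had a partner with both anchors overlapping, 9.70% of that line's list. With anchors widened by 5 kb on each side, the share rose to 24.8%. An interaction of one line alone made up 51.6% of the BC1 list, 55.2% of the JSC list, 67.5% of the BC3 list and 54.4% of the BCBL1 list. The interaction with the most normalized read pairs in JSC, BC3 and BCBL1 joined the same anchors in DUSP22 on chromosome 6, from 315336 to 321103 and from 322311 to 348203, with 102, 30 and 178 pairs. In BC1 it ranked 3, with 40 pairs, after a pair of interactions at NSMCE2 on chromosome 8 with 47.7 and 43.8 pairs.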

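Interactions with an anchor within 2 kb of the main transcription start site were counted at each gene. Over the 4 lines these reached 16 different far anchors from PRDM1, 9 from IRF2, 8 from MYB and 5 from MIR21. A H3K27ac peak of the line in which the interaction was listed lay on 14, 7, 7 and 5 of these far anchors. For MIR21, the start of the hairpin in the annotation stood in for the promoter.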

H3K27ac HiChIP linked multiple enhancers to *PRDM1(BLIMP1)*, *IRF2*, *MYB*, and *MIR21* miRNA (Supplementary Fig. 1). PRDM1 is highly expressed in PEL cells compared with other B cell lymphomas^35^. siRNA silencing of PRDM1 greatly reduced PEL cell growth^36,37^. H3K27ac HiChIP linked the *PRDM1* promoter to >10 enhancer sites ~600 kb upstream and ~22 kb downstream of the *PRDM1* promoter (Supplementary Fig. 1a). 

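The main start site of PRDM1 (ENSG00000057657) lies on the plus strand of chromosome 6 at 106534211. Its promoter had 7 interactions in BC1, 7 in JSC, 6 in BC3 and 10 in BCBL1. An anchor from 105921549 to 105935608, 606 kb upstream, was reached in all 4 lines with 5.38, 8.33, 3 and 5.56 normalized read pairs. Downstream, an anchor centred 15.0 kb away, from 106547174 to 106551305, had the most pairs in BCBL1, 13.3. The remaining far anchors found in every line lay 79.9 and 95.9 kb downstream. The farthest lay 626 kb upstream in BC3 and 235 kb downstream in JSC.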

IRF2 is an EBV SE target and is essential for the growth of LCLs^38^. IRF2 is important for normal B cell proliferation and antibody production^39^. 

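IRF2 (ENSG00000168310) is on the minus strand of chromosome 4, with its main start site at 185395704. In the window of 300 kb on both sides of it, 45 interactions had both anchors inside in BC1, 63 in JSC, 20 in BC3 and 39 in BCBL1. Those with an anchor at the promoter numbered 4 in BC1, 3 in JSC, 1 in BC3 and 7 in BCBL1. An anchor 57.9 kb downstream, in the gene body from 185334883 to 185340701, was linked to the promoter in BC1, JSC and BCBL1. Another, 189 kb downstream, was linked in the same lines. The only interaction of BC3 had 3 normalized read pairs, the lowest deposited score of that line.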

In PEL cells, extensive looping could be seen between >10 enhancers around the *IRF2* gene body and *IRF2* promoter within genomic loci, up and down stream of the *IRF2* promoter in a 600 kb region (Supplementary Fig. 1b). MYB is a TF critical for B cell development. MYB knock out partially blocks B cell development and reduces B cell survival^40^. 

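Within 150 kb on both sides of the MYB start site at 135502446 of chromosome 6, 16 interactions had both anchors inside in BC1, 32 in JSC, 13 in BC3 and 34 in BCBL1. The same window held 14, 17, 16 and 20 H3K27ac peaks of these lines.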

H3K27ac HiChIP linked >10 genomic interactions within a ~300 kb window around *MYB* gene. 

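From the promoter of MYB (ENSG00000118513), 2 of 3 interactions in BC1, 3 of 4 in JSC, 1 of 2 in BC3 and all 4 in BCBL1 led downstream. In JSC and BCBL1 these reached an anchor from 135563589 to 135568113, 63.4 kb downstream, with 5 and 8.33 normalized read pairs. No far anchor was reached in all 4 lines.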

The *MYB* promoter was linked to multiple sites downstream of the *MYB* promoter. These downstream sites were also linked to sites upstream of the *MYB* promoter (Supplementary Fig. 1c). 

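Upstream, the MYB promoter itself was linked in BC1 to an anchor 65.3 kb away with a peak of that line, and in BC3 to one 107 kb away without a peak. In JSC it was linked to an anchor from 135299247 to 135307259. BCBL1 had no upstream interaction of this promoter.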

MIR21 is an oncoMIR and is involved in the oncogenesis of multiple cancers^21,41,42^. MIR21 expression is induced by KSHV K15^43^. The *MIR21* promoter was linked to >8 enhancers upstream of the promoter, with some as far as ~120 kb away from the promoter (Supplementary Fig. 1d).

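The annotated hairpin of MIR21 (ENSG00000199004) starts at 57918627 of chromosome 17. It had 3 interactions in BC1, 4 in JSC, 3 in BC3 and 5 in BCBL1. Anchors 11.9, 55.6 and 88.1 kb upstream were linked in all 4 lines, and the last of these was the farthest. BCBL1 had a further one 36.6 kb upstream. The highest score was 25 normalized read pairs, in BCBL1, for the anchor from 57905284 to 57908254.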

### PEL enhancer/promoter landscapes

H3K27ac ChIP-seq is frequently used to identify enhancers/promoters in various cancers^32,44^. 

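In H3K27ac ChIP-seq, DNA bound to histones with the mark is precipitated and sequenced, and regions with more reads than the input are listed as peaks. The authors called peaks in each replicate of BC1, JSC, BC3 and BCBL1 and kept those reproducible between replicates by IDR. One list per line was deposited, with the position of each peak and no score, so a stricter threshold could not be tried and the depth behind a peak is unknown. The median width of the peaks was 1222 bp in BC1, 1356 bp in JSC, 1265 bp in BC3 and 1662 bp in BCBL1. Promoters were taken as the 2 kb on both sides of 64486 start sites, one per gene of GENCODE release 44 lifted to GRCh37.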

To define the PEL cell enhancer/promoter landscapes, H3K27ac ChIP-seqs were done in BC1, JSC, BC3, and BCBL1 cells, in replicates with input DNA as control. Significant H3K27ac signals were identified by peak calling using MACS2 combined with peak merging across replicates using irreproducible discovery rate (IDR)^45^. Here, 21,166, 26,197, 25,546, and 39,610 significant H3K27ac peaks were identified in BC1, JSC, BC3, and BCBL1 cells, respectively; 56.2%, 50.4%, 49.8%, and 38.3% of the H3K27ac peaks were at promoters (within ± 2 kb of the transcription start site (TSS)) and 43.8%, 49.6%, 50.2%, and 61.7% were in intergenic regions or within gene bodies. 

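The deposited lists held 21166 peaks in BC1, 26197 in JSC, 25546 in BC3 and 39610 in BCBL1, covering 31.2, 45.3, 39.1 and 94.2 Mb. Peaks that overlapped a promoter made up 59.8% in BC1 (95% exact binomial interval 59.1 to 60.4), 53.5% in JSC (52.9 to 54.1), 52.9% in BC3 (52.3 to 53.5) and 40.6% in BCBL1 (40.1 to 41.0). These intervals cover counting error alone. The alternative that moved the shares most of those set before the data were examined, the start sites of protein-coding genes alone, gave 51.4%, 44.9%, 44.3% and 31.3%.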

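Peaks of the 4 lines were joined where they overlapped by at least 1 bp, which gave 49021 regions. A peak of all 4 lines was present in 11506 of them, 23.5%. Regions of BC1 and JSC alone numbered 208 and those of BC3 and BCBL1 alone 2247. The largest group of regions from a single line, 16360, came from BCBL1, against 4606 from JSC, 3705 from BC3 and 1331 from BC1. With 2 EBV positive and 2 EBV negative lines, a permutation test of a difference by EBV status cannot pass a threshold of 0.05.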

Out of 49010 total peaks, 11506 were common for all four cell lines; 208 peaks were common in BC1 and JSC cells but not significant in BC3 and BCBL1 cells; 2247 peaks were common in BC3 and BCBL1 cells but not significant in BC1 and JSC cells (Supplementary Fig. 2a).

To identity TF motifs enriched at PEL enhancers, HOMER^46^ was used. The motifs enriched at the enhancers of PEL cells included E2A, MEF2C, SPI1:IRF, BCL6, RBPJ, NF-kB RELA, and ISRE (Supplementary Fig. 2b). 

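HOMER's matrices were not used here. Instead, short consensus sequences were searched in windows of 400 bp at the centre of each peak outside promoters, and in windows 10 kb to either side that met no peak of any line. This search was chosen after the lists had been seen. The ISRE consensus GAAANNGAAAC was in 3.42% of 8512 peak windows in BC1, 3.01% of 12169 in JSC, 2.76% of 12032 in BC3 and 6.03% of 23547 in BCBL1. Its share in peaks was 3.95, 3.49, 3.08 and 6.43 times that in the flanks, in the same order. The SPI1:IRF consensus GGAASTGAAA was 1.74 times as frequent in peaks in JSC, 1.99 in BC3 and 2.56 in BCBL1, with the ratio of BC1 between those of BC3 and BCBL1. For both, every ratio was above that of each of 10 consensuses with the same letters in permuted order. The MEF2 consensus exceeded all its permuted forms in BC3 and BCBL1, NF-kB in BC3 alone. The NF-kB ratio was higher in BC1, 3.08, than in BC3, 2.58, but 1 permuted form reached 5.08 in BC1. In JSC and BCBL1 it was 1.40 and 1.35. For the E2A consensus the ratios, 1.27 to 1.56, were below those of 3 or more permuted forms in each line. The RBPJ consensus was 0.921 to 1.04 times as frequent in peaks as in the flanks. Peak windows held more G and C than the flanks, 47.4% against 41.9% in BC1, so ratios for consensuses rich in G and C are not those of the motif alone.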

E2A is important for B cell development^47^. MEF2C has been shown recently to be essential for EBV SE activity and MEF2C can affect other TFs binding ESEs^48^. SPI1:IRF composite sites recruit SPI1 and IRF4 heterodimer^49^. Even though SPI1 is not expressed in PEL^50^, SPI1 family member SPIB can also dimerize with IRF4^51^. IRF4 is essential for PEL growth and survival^13^. As examples, H3K27ac ChIP-seq peaks at NF-κB subunit RELA, ASCL1, and p16^INK4A^ loci are shown in Supplementary Fig. 2c. NF-κB plays essential roles in the oncogenesis of various types of cancers and can provide anti-apoptotic signals and promote proliferation^52^. KSHV-encoded vFLIP can activate NF-κB^53^. NF-κB TF family has five subunits including RELA. 

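The main start site of RELA (ENSG00000173039) is at 65430387 on the minus strand of chromosome 11. A single peak covered it in each of the 4 lines, from 65429154 to 65431717 in BC1 and from 65428395 to 65432127 in BCBL1.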

H3K27ac ChIP-seq signals were abundant at the *RELA* promoter. The ChIP-seq peaks were very broad, ~2 kb wide. 

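The width of this RELA promoter peak was 2564 bp in BC1, 2597 bp in JSC, 2907 bp in BC3 and 3733 bp in BCBL1.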

Wide peaks were also evident at the 3′ end of *RELA*. 

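At the 3′ end of RELA, which the annotation places at 65421070, BC1 had a peak of 1934 bp, JSC one of 1675 bp, BC3 one of 4218 bp and BCBL1 one of 2783 bp.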

H3K27ac peaks were evident at the *ASCL1* promoter in KSHV and EBV coinfected BC1 and JSC cells. 

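CDKN2A (ENSG00000147889), which encodes p16INK4A, lies on the minus strand of chromosome 9, with the start of its canonical transcript at 21974856. Within 10 kb of that site, BC3 had a peak of 1557 bp, from 21964612 to 21966168, and BCBL1 had one of 1920 bp at the same place. BC1 and JSC had none there. Over 35 kb on both sides, a window chosen after the peaks were seen, BC1 had 5 peaks, JSC 3, BC3 1 and BCBL1 3.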

H3K27ac peaks were evident near *p16*^*INK4A*^ in EBV negative BC3 and BCBL1 cells. p16^INK4A^ mediated growth arrest can be reverted by LANA^54^. GM12878, an LCL line, also had H3K27ac peaks at the promoters of *RELA* and *ASCL*. No H3K27ac peak was found near *p16*^*INK4A*^ (Supplementary Fig. 2c). GM12878 RELA and IRF4 ChIP-seq peaks were evident at PEL H3K27ac peaks, suggesting the presence of NF-kB and IRF4 motifs in these genomic loci (Supplementary Fig. 2c). TFs recruit EP300/CBP to enhancers/promoters and EP300/CBP acetylate histone lysine residues to mark active enhancers. Therefore, in PEL cells, RELA and IRF4 may recruit histone acetylases to acetylate H3K27 at these sites. The expression level of cell genes close to H3K27ac peaks was significantly higher than in genes lacking H3K27ac peaks or all of the genes in BC1, BC3, and BCBL1 cells by microarray (Supplementary Fig. 2d)^54^.

### PEL enhancer connectomes

H3K27ac HiChIP and ChIP-seq data were incorporated to generate the PEL enhancer regulomes by linking enhancers and promoters. 

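An anchor was called a promoter when it met the 2 kb on either side of a start site, and otherwise an enhancer when it met a peak of its line outside promoters. Enhancer-enhancer interactions then numbered 587 in BC1, 1691 in JSC, 619 in BC3 and 1796 in BCBL1. Enhancer-promoter interactions numbered 654, 1542, 911 and 2465 in these lines. Promoter-promoter interactions numbered 608, 1395, 1103 and 2520. Together these classes held 22.6% of the interactions in BC1, 38.2% in JSC, 19.1% in BC3 and 54.2% in BCBL1. The remainder had an anchor that was neither. With at least 5 normalized read pairs, the alternative that lowered them most, promoter-promoter interactions numbered 100 in BC1, 493 in JSC, 201 in BC3 and 1047 in BCBL1.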

HiChIP identified ~658–2217 (~30–46%) enhancer–enhancer interactions, ~678–2563 (~35–42%) enhancer–promoter interactions, and ~326–1776 (~18–27%) promoter–promoter interactions (Supplementary Fig. 2e).

Pathway analysis of genes common for all four cell lines that had enhancers linked to them found significant enrichment of viral carcinogenesis, transcriptional misregulation in cancer, cell cycle, microRNAs in cancer, influence of Ras and Rho proteins on G1 to S transition, apoptosis, and the PI3K-Akt signaling pathway (Table 1).

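The promoter of a protein-coding gene was linked to an enhancer by these definitions for 303 genes in BC1, 698 in JSC, 527 in BC3 and 1326 in BCBL1. Of these, 82 genes were linked to an enhancer in all 4 lines. The enrichment of pathways was not analysed here.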

**Table 1:** KEGG pathway analysis of PEL enhancer-linked genes.

KEGG pathway	Hits	*P*-value
Viral carcinogenesis	25	6.20E-13
Transcriptional misregulation in cancer	13	8.50E-05
Cell cycle	8	1.00E-02
MicroRNAs in cancer	12	2.20E-02
Influence of Ras and Rho proteins on G1 to S transition	4	2.30E-02
Apoptosis	5	3.10E-02
PI3K-Akt signaling pathway	13	3.40E-02
Induction of apoptosis through DR3 and DR4/5 death receptors	4	4.00E-02

### PEL SEs and their direct genes are essential for PEL growth and survival

Enhancers with extraordinarily broad and high H3K27ac ChIP-seq peaks mark the SEs^32^. All enhancers were ranked based on their H3K27ac signals. SEs that had the highest H3K27ac signals were marked in red (Fig. 1a); 761, 260, 260, and 591 SEs were identified in BCBC1, BC3, BC1, and JSC cells. 

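ROSE ranks stitched regions by read signal, which the lists do not hold. As a stand-in, peaks within 12.5 kb of each other were stitched and ranked by the summed length of their peaks, with the cutoff where the scaled ranked curve reaches slope 1. These broad stitched regions are not SEs and their number is on another scale. They numbered 720 of 13340 stitched regions in BC1, 856 of 14160 in JSC, 778 of 14548 in BC3 and 754 of 23368 in BCBL1. With peaks at promoters left out before stitching and a new cutoff, the regions above it numbered 327 in BC1, 434 in JSC, 416 in BC3 and 508 in BCBL1. The longest had 60.9 kb of summed peak length in BC1, 100.3 kb in JSC, 71.4 kb in BC3 and 251 kb in BCBL1. In BCBL1 it lay in CSMD1 on chromosome 8, and in BC3 in TRERF1 on chromosome 6.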

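Supplementary Data 1 lists the paper's SE-linked genes, 309 in BC1, 896 in JSC, 380 in BC3 and 1322 in BCBL1. Of those found by symbol in the annotation, a deposited interaction had an anchor at the promoter for 207 of 274 in BC1, 601 of 796 in JSC, 260 of 345 in BC3 and 946 of 1161 in BCBL1. Over all 62296 gene symbols, which cover every type of gene, the share with such an anchor was 5.28%, 9.15%, 10.0% and 11.6% in these lines. The paper drew its lists from the links of this same HiChIP, so the higher share among listed genes is not independent support. An interaction led from the promoter to a broad stitched region for 168, 510, 226 and 666 of the listed genes.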

PEL SEs were then linked to their direct targets by H3K27ac HiChIP (Fig. 1a, Supplementary Data 1). 

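The paper's lists of the 4 lines share 90 genes, of which 82 were found in the annotation. A promoter interaction was listed in all 4 lines for 58 of them, 70.7% (95% exact binomial interval 59.6 to 80.3). MYC is among the genes that all 4 lists hold.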

String analysis of common PEL SE target genes identified a network centered around the MYC oncogene (Fig. 1b). PEL SEs looped to many additional genes essential for PEL growth and survival identified by genome-wide CRISPR screens, including IRF4, MCL1, and CFLAR (Fig. 1b)^13,55^.

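IRF4, MCL1 and CFLAR are in the paper's lists of all 4 lines. Each was also linked to a broad stitched region of BC1, JSC, BC3 and BCBL1 by a deposited interaction. PRDM1, IRF2, MIR21, MYC, DUSP22, NEAT1 and MALAT1 were likewise listed and linked in all 4 lines. CCND2, listed by the paper in BC1, JSC and BCBL1, was linked to such a region in no line. CDKN2A, listed in BCBL1, was not linked either. MDM2, listed in JSC, BC3 and BCBL1, and TYRO3, listed in BC1 and JSC, were linked in JSC alone. MYB, in all 4 lists, was linked in BC1, JSC and BCBL1.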

**Fig. 1:**
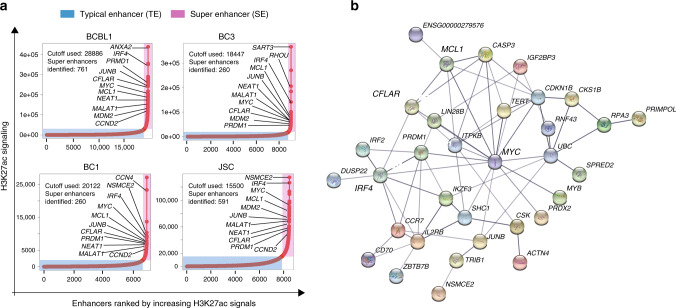
PEL SEs and their linked genes. **a** Enhancers were ranked by their H3K27ac CHIP-seq signals. The inflection point on the plotted curve was then selected as the cutoff to separate SEs from typical enhancers. SEs are indicated in red box. Typical enhancers are indicated in blue box. SEs were linked to their direct target genes by H3K27ac HiChIP. Genes important in B cell biology and oncogenesis are indicated by arrows. **b** SE-linked genes common in four PEL cell lines were analyzed using STRING (https://string-db.org/) with default settings. Gene interaction network formed around MYC is shown.

Approximately half of the LCL EBV SEs skip genes immediately adjacent to the enhancers and loop to genes further away in LCLs^21^. The SE looping patterns were also evaluated in PEL cells. Similarly, ~50% of the BCBL1 SEs skipped the nearest gene and looped to genes further away (Supplementary Fig. 2f). These data suggested that ~50% of SEs skipping the nearest gene was common in B cell malignancies.

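Of the 754 broad stitched regions of BCBL1, 616 had an interaction and 517 of these led to a promoter. Among the 517, 62 regions, 12.0%, had no interaction with the nearest gene and 1 or more with a gene further away (95% exact binomial interval 9.32 to 15.1). Another 257, 49.7%, were linked both to the nearest gene and to another, and 198 to the nearest alone. Of the alternatives, start sites of protein-coding genes alone moved the first share most, to 9.68%. A promoter lay inside 466 of the 517 regions, and 8.15% of these skipped the nearest gene. Among the 51 with no promoter inside, 47.1% did (32.9 to 61.5). From its share of about 50% of SEs, the paper proposes that skipping the nearest gene is common in B cell malignancies.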

Looping factor CTCF is a sequence-specific DNA binding protein. When CTCF molecules form a homo-dimer, the distant DNA elements are brought to close proximity and loop out the DNA between two CTCF sites. This allows enhancers to contact other enhancers or promoters^56^. Cohesin subunits SMC1, SMC3, and RAD21 form a ring around the DNA strands to further stabilize the interactions^56^. To evaluate if these looping factors were indeed present at the loops, published PEL CTCF and SMC1 ChIP-seq data were incorporated in our analysis^31^. CTCF and SMC1 ChIP-seq peaks were significantly enriched within the loops linking SEs to their direct target genes comparing the similar sized regions immediately adjacent to the SE loops (Supplementary Fig. 2g, *P* < 2.2e-16, paired Wilcoxon signed-rank test). These data suggested that CTCF and cohesins may mediate the PEL enhancer looping.

### *MYC* SEs are essential for *MYC* expression and PEL cell growth

MYC is essential for oncogenesis and is activated through many different mechanisms in different cancers, such as chromosome translocations, gene amplification, or by SEs^57^. In LCLs, EBV TFs form SEs ~525 and 428 kb upstream of the *MYC* promoter and activate *MYC* expression by looping to the *MYC* promoter^14^. In centroblast B cells and high-grade B cell lymphomas, more H3K27ac signals are at the *MYC* 3′ downstream region^58^. In peripheral blood B cells, mantle cell lymphomas, and small lymphocytic leukemia cells, the H3K27ac peaks are predominantly at the 5′ enhancer regions^58^. In PEL cells, multiple SEs 400–600 kb downstream of *MYC* promoter were found in most PEL lines evaluated (Fig. 2a). 

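Between 400 and 600 kb downstream of the MYC start site, at 128748477 of chromosome 8, the summed length of H3K27ac peaks was 33364 bp in BC1, 65117 bp in JSC, 22375 bp in BC3 and 46613 bp in BCBL1. A broad stitched region of JSC from 129232241 to 129297966 ranked 14 in its line, and one of BCBL1 from 129232257 to 129287431 ranked 232. BC1 had a pair above its cutoff in this window, the longer of them ranking 256. No region of BC3 in this window was above the cutoff, and the longest of them ranked 1435. Nearer to the gene, centred 362 to 379 kb downstream, a stitched region above the cutoff ranked 20 in BC1, 177 in JSC, 202 in BC3 and 88 in BCBL1.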

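At the site 428 kb upstream of the MYC start site, taken with 5 kb on both sides, BC1 had a peak of 675 bp and BCBL1 one of 762 bp. JSC and BC3 had none there. At the site 525 kb upstream, BC1 had a peak of 2435 bp, JSC one of 2171 bp, BCBL1 one of 1656 bp and BC3 none. None of these peaks lay in a broad stitched region above the cutoff, and no interaction had an anchor at either site.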

No significant H3K27ac signal was found at the GM12878 *MYC* SEs −428 and −525 kb upstream of *MYC* promoter in PELs. The SEs all linked to *MYC* promoter by H3K27ac HiChIP (Fig. 2a). 

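The MYC promoter (ENSG00000136997) had 5 interactions in BC1, 10 in JSC, 2 in BC3 and 7 in BCBL1. Anchors 376 and 485 kb downstream were linked to it in all 4 lines. The first, from 129120735 to 129128675, had 8.46 normalized read pairs in BC1, 5 in JSC, 4 in BC3 and 8.33 in BCBL1. Anchors 506 and 535 kb downstream were linked in BC1, JSC and BCBL1 and not in BC3. An anchor 913 kb downstream, without a peak, was linked in BC1 and BCBL1. From such links, the paper states that all the SEs downstream are linked to the MYC promoter.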

Partial deletion of −525 SE using dual gRNA greatly reduces GM12878 growth and *MYC* expression (Supplementary Fig. 3a-c)^14^. The same deletion did not affect PEL cell growth and *MYC* expression (Supplementary Fig. 3b, c). To determine the functional significance of PEL *MYC* SEs, CRISPRi was used to perturb the enhancers indicated by an arrow (Fig. 2a). JSC and BCBL1 cells were first transduced with lentiviruses expressing an endonuclease-dead CAS9 fused, in frame, to KRAB and MeCP2 transcription repressors^59^. Cells stably expressing the CAS9-repressor fusion protein were transduced with lentiviruses expressing sgRNAs targeting *MYC* SEs ~600 kb down stream of the *MYC* promoter. After puromycin selection, *MYC* expression was determined by qRT-PCR and cell growth was determined by luminescence. Three sgRNAs targeting two regions each within the SE, all significantly reduced *MYC* expression and cell growth in JSC cells (Fig. 2b, c). Most sgRNAs also significantly reduced *MYC* expression and cell growth in BCBL1 cells (Fig. 2c). None of them affected GM12878 *MYC* expression and cell growth. These data suggested that *MYC* SEs are important for PEL *MYC* expression and cell growth. Since IRF4 and MEF2C motifs were present in PEL enhancers, we compared BCBL1 H3K27ac ChIP-seq data and GM12878 IRF4 and MEF2C ChIP-seq data and found GM12878 IRF4 and MEF2C peaks overlapped with BCBL1 H3K27ac peaks within the SE, suggesting the presence of these TF motifs in the PEL SE DNA (Fig. 2d). To determine if IRF4 and MEF2C are important for MYC expression, CRISPR was used to knock out IRF4 and MEF2C (Supplementary Fig. 4). ChIP-qPCR was used to evaluate the effects of CRISPR knock out on *MYC* SE H3K27ac signals. qRT-PCR was used to determine the effects of CRISPR knock out on *MYC* expression. IFR4 knock out significantly reduced H3K27ac signals at *MYC* SE and had no effect on the control region in BCBL1 (Fig. 2e). IRF4 knock out in BCBL1 and JSC cells significantly reduced *MYC* mRNA levels (Fig. 2f). MEF2C knock out significantly reduced H3K27ac signals at *MYC* SE and had no effect on the control region in BCBL1 (Fig. 2g). MEF2C knock out in BCBL1 and JSC cells significantly reduced *MYC* mRNA levels (Fig. 2h). These data indicated that IRF4 and MEF2C were important for *MYC* SE activity and *MYC* expression.

**Fig. 2:**
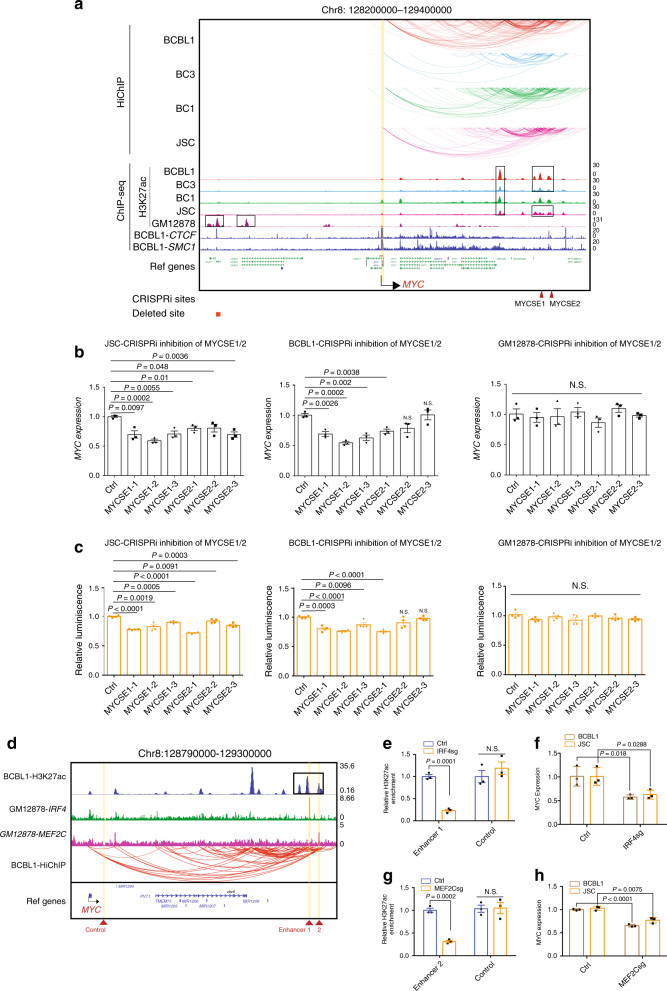
MYC SEs control MYC expression and are essential for PEL cell growth. **a** PEL H3K27ac HiChIP and ChIP-seq tracks, GM12878 H3K27ac, BCBL1 CTCF, and SMC1 ChIP-seq tracks are shown. Black arrow and vertical yellow line indicate *MYC*. Curved line indicates significant HiChIP link. Black boxes indicate SEs. The positions of CRISPRi sgRNAs (MYCSE indicates MYC SE) or dual gRNAs deletion are indicated at the bottom. **b** BCBL1, JSC, or GM12878 cells stably expressing dCAS9-KRAB-MeCP2 were transduced with sgRNA targeting the *MYC* SE or non-targeting control. qRT-PCR was used to quantitate the MYC expression. The levels of control sgRNA-treated cells was set at 1 (*n* = 3, independent experiments). **c** Cell growth following CRISPRi treatment was determined by CellTiter Glo luminescent assay that measures live cell number (*n* = 4, independent experiments). **d** BCBL1 H3K27ac, GM12878 IRF4, MEF2C ChIP-seq, and BCBL1 HiChIP (red curved lines) tracks at the *MYC* locus. *MYC* is indicated by black arrow. *MYC* SE is indicated by black box. Enhancer 1 indicates site of GM12878 IRF4 ChIP-seq peak that overlapped with *MYC* SE and enhancer 2 indicates site of GM12878 MEF2C ChIP-seq peak that overlapped with *MYC* SE. Genomic site near *MYC* promoter that lacked H3K27ac signals was used as control. Yellow lines indicate the positions for qPCR primers used in ChIP assays. **e** IRF4 expression was knock out using CRISPR in BCBL1 cells. SE H3K27ac signals were determined by ChIP-qPCR following CRISPR knock out. The levels of non-targeting control sgRNA-treated cells were set to 1 (*n* = 3, independent experiments). **f** *MYC* expression in BCBL1 and JSC cells following IRF4 knock out. qRT-PCR was used to determine the *MYC* expression levels. The levels of control sgRNA-treated cells were set to 1 (*n* = 3, independent experiments). **g** MEF2C expression was knocked out using CRISPR in BCBL1 cells. SE H3K27ac signals were determined by ChIP-qPCR following CRISPR knock out. The levels of non-targeting control sgRNA-treated cells were set to 1 (*n* = 3, independent experiments). **h** *MYC* expression in BCBL1 and JSC cells following MEF2C knock out. qRT-PCR was used to determine the *MYC* expression levels. The levels of control sgRNA-treated cells were set to 1 (*n* = 3, independent experiments). A two-tailed unpaired *t*-test was used for all statistical analyses. The error bars indicate the SEM for the averages across the all experiments. Source data are provided as a Source Data file.

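The MYC SE guides of Supplementary Data 2 were placed by exact match of their 20 bases followed by NGG. The 3 MYCSE1 guides lie 486 to 487 kb downstream of the MYC start site, between 129234632 and 129235120. The 3 MYCSE2 guides lie 504 to 506 kb downstream, between 129252076 and 129254594. All 6 sites overlap a H3K27ac peak of each of the 4 lines. In JSC the site of MYCSE1isg-F3, from 129234632 to 129234651, overlaps only the edge of a peak that starts at 129234648. An anchor linked to the MYC promoter covers the MYCSE1 sites in all 4 lines, and the MYCSE2 sites in BC1, JSC and BCBL1.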

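The primers named as the MYC control in Supplementary Data 2 match chromosome 8 from 128783376 to 128783487, 35.0 kb downstream of the MYC start site. Their sequences are repeated in the genome, with 2858 exact matches for the forward and 9807 for the reverse primer. Pairs facing each other within 500 bp number 2100.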

### IRF4 SEs are important for IRF4 expression and PEL cell growth

IRF4 is essential for both LCLs and PELs^13,38^. 

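At the IRF4 start site, 391752 on the plus strand of chromosome 6, BC1 had a stitched region of 7806 bp summed peak length that ranked 432 and BC3 one of 15256 bp that ranked 193. Both were above the cutoff of their line. In BCBL1 the region had 15960 bp and ranked 781, below the cutoff, and in JSC it had 5128 bp and ranked 1960.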

SEs were present at the *IRF4* promoter in BC1, BC3, and BCBL1 cells. SEs were also present in the neighboring *DUSP22* gene body (Fig. 3a). 

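In the body of DUSP22 (ENSG00000112679), stitched regions above the cutoff were present in all 4 lines. That of BC1 spanned 290486 to 339316 and ranked 8. In JSC, BC3 and BCBL1 the ranks were 47, 10 and 91, with 33.4, 42.8 and 47.1 kb of summed peak length.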

Importantly, these SEs ~45 kb upstream of *IRF4* linked to *IRF4* TSS in all four PEL cell lines by HiChIP (Fig. 3a). 

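A single far anchor, from 322311 to 348203, was linked to the IRF4 promoter (ENSG00000137265) in all 4 lines. Its centre lies 56.5 kb upstream of the start site. It had 10.8 normalized read pairs in BC1, 15 in JSC, 5 in BC3 and 49.4 in BCBL1. A second DUSP22 anchor, 73.5 kb upstream, was linked in BC1, JSC and BCBL1 with 3.85, 6.67 and 22.8 pairs. From these loops, the paper states that the SEs in DUSP22 are linked to the IRF4 start site in all 4 lines.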

CRISPRi was used to evaluate the importance of *IRF4* SE within the DUSP22 gene body on IRF4 expression and PEL cell growth. Four different sgRNAs targeting the SE were packaged into lentiviruses and transduced into BCBL1 and JSC cells stably expressing dCAS9-KRAB-MeCP2. After selection, *IRF4* expression was determined by qRT-PCR. Cell growth was determined by luminescence. Two of the sgRNAs significantly repressed *IRF4* expression in both cell lines (Fig. 3b). The same sgRNA also repressed *DUSP22* expression. These sgRNAs had no effect on the expression of *EXOC2* and *WRNIP1*, two genes that are nearby but lacked a HiChIP link to SEs and had H3K27ac peaks at their promoters (Fig. 3b). The same sgRNAs also reduced PEL cell growth in three out of four assays (Fig. 3c). ChIP-qPCR was used to determine the effects of CRISPRi on H3K27ac signals at the *IRF4* SE and promoter. CRISPRi significantly reduced H3K27ac signals at the *IRF4* SE and promoter without affecting the H3K27ac signals at the *MCL1* SE (Fig. 3d). We also tested if CRISPRi affected *IRF4* SE looping to the *IRF4* promoter. Chromatin conformation capture followed by qPCR was used to determine the interactions between SE and IRF4 promoter in the presence or absence of CRISPRi. Cells were first cross-linked and DNAs were cut by Hind III. After dilution, DNA ends were ligated. The purified reverse cross-linked DNAs were quantitated using one primer anchored near the *IRF4* promoter and 5 reverse primers spanning the ~45 kb regions (Fig. 3e). CRISPRi significantly inhibited the interactions between the three primers within the *IRF4* SE and *IRF4* promoter (Fig. 3f). CRISPRi had little effect on interactions between the IRF4 promoter and regions between the SE and promoter (Fig. 3f). GM12878 IRF4 and MEF2C ChIP-seq peaks were also present in PEL *IRF4* SE sites (vertical blue line, Fig. 3a, g). The effects of IRF4 and MEF2C CRISPR knock out on *IRF4* SE H3K27ac signal and IRF4 expression were also evaluated. IRF4 and MEF2C knock out significantly reduced IRF4 SE H3K27ac signals in BCBL1 cells (Fig. 3h). IRF4 and MEF2C knock out also significantly reduced *IRF4* gene expression in both BCBL1 and JSC cells (Fig. 3i). These data suggested that in PEL cells, *IRF4* SE within the DUSP22 gene body can loop to the IRF4 promoter, activating its expression and ensuring PEL cell growth and survival (Fig. 3j).

**Fig. 3:**
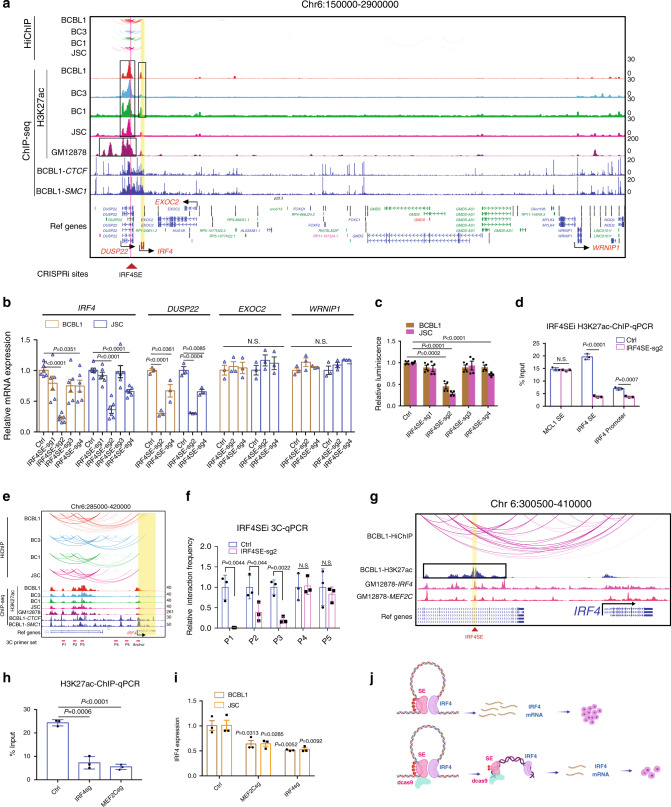
SE control IRF4 expression and PEL cell growth. **a** PEL H3K27ac HiChIP and ChIP-seq tracks, and GM12878 H3K27ac, BCBL1 CTCF, and SMC1 ChIP-seq tracks are shown. Vertical yellow line indicates *IRF4*. Vertical blue line indicates GM12878 IRF4 and MEF2C binding site. Black boxes indicate SEs. Curved line indicates significant HiChIP link. Black arrows indicate neighboring genes with significant H3K27ac ChIP-seq signals. The positions of CRISPRi sgRNAs are indicated at the bottom. **b** RNA expression following CRISPRi inhibition of *IRF4* SE in BCBL1 and JSC cells by qRT-PCR. *EXOC2* and *WRNIP1* not linked by IRF4 SE were used as negative control (*n* = 6, independent experiments for IRF4 mRNA detection, *n* = 3, independent experiments for other genes detection). **c** BCBL1 and JSC cell growth following CRISPRi inhibition of IRF4 SE (*n* = 4, independent experiments. The error bars indicate SEM for the averages across the multiple experiments). **d** H3K27ac ChIP-qPCR at *IRF4* SE and promoter following CRISPRi inhibition of IRF4 SE. *MCL1* SE was used as a negative control (*n* = 3, independent experiments). **e** Positions of anchor primer and other primers used in 3C assay are indicated. **f** CRISPRi or non-targeting control treated cells were fixed and DNAs were cut with Hind III. Diluted DNA ends were ligated. After reverse cross-linking, the DNA was purified and quantitated by qPCR with one primer anchored at IRF4 promoter and the other one in SE or between SE and promoter. The control treated cells were set to 1 (*n* = 3, independent experiments). **g** BCBL1 H3K27ac, GM12878 IRF4, MEF2C ChIP-seq, and BCBL1 HiChIP (red curved lines) tracks at the *IRF4* locus. *IRF4* is indicated by black arrow. *IRF4* SE was boxed in black. Yellow line indicates GM12878 IRF4, MEF2C ChIP-seq peaks overlapped with *IRF4* SE and positions for qPCR primers for the following CRISPR knock out and ChIP-qPCR. **h** MEF2C and IRF4 were knocked down in BCBL1 cells by CRISPR. H3K27ac ChIP-qPCR was done following gene knock out. Control knock out was set to 1 (*n* = 3, independent experiments). **i** *IRF4* expression following MEF2C and IRF4 knock out in BCBL1 and JSC cells by qRT-PCR (*n* = 3, independent experiments). **j** Graphic model of *IRF4* SE silencing by CRISPRi decreased IRF4 SE H3K27ac signals and *IRF4* SE–promoter interactions, leading to suppressed IRF4 expression and reduced cell growth. A two-tailed unpaired *t*-test was used for statistical analysis. The error bars indicate the SEM for the averages across the multiple experiments. Source data are provided as a Source Data file.

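EXOC2 and WRNIP1, on chromosome 6 like IRF4, carried promoter peaks in all 4 lines. The EXOC2 peak was 1411 bp wide in BC1, 1539 bp in JSC, 1231 bp in BC3 and 1828 bp in BCBL1. The only interaction of the EXOC2 promoter, 14.6 kb upstream of its start site, was listed in JSC and BCBL1. WRNIP1 had a single interaction, in BCBL1, with an anchor from 889987 to 902650 and the lowest score of that line, 3.33 normalized read pairs.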

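The 4 IRF4SE guides of Supplementary Data 2 lie between 324545 and 328081 of chromosome 6, 63.7 to 67.2 kb upstream of the IRF4 start site. The guide IRF4SEisg-F2, GTTCTCTGTACGTATCACCA, is on the minus strand from 328062 to 328081. Each of the 4 sites has 1 exact match in the genome and falls in the anchor linked to the IRF4 promoter in every line.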

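The amplicon for the IRF4 SE lies from 327469 to 327550 and that for the promoter from 391061 to 391159. The MCL1 amplicon used as the negative control lies from 150534301 to 150534395 of chromosome 1. Among the 3C primers, the anchor primer starts at 391061 and P1 to P5 start at 305668, 318106, 328322, 373828 and 381485 of chromosome 6. An anchor linked to the IRF4 promoter held P3 in all 4 lines, P2 in BC1, JSC and BCBL1, P4 and P5 in BC1 and BCBL1, and P1 in BCBL1 alone.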

To further evaluate the contribution of *IRF4* SE and IRF4 to the PEL enhancer landscape, H3K27ac ChIP-seqs were done in BC1 cells treated with control CRISPRi sgRNA or sgRNA targeting *IRF4* SE. 

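H3K27ac ChIP-seq was done after CRISPRi, in which an sgRNA directs a repressor to its site, with a control sgRNA and with IRF4 SE sgRNA2. The labels of both sets name BC1. The authors deposited one list of reproducible peaks per sgRNA, each from 2 replicates, without scores. On human chromosomes these held 28668 peaks with the control sgRNA and 29392 with IRF4 SE sgRNA2, of 92.3 and 95.9 Mb in total. Of the control peaks, 81.7% overlapped a peak of the other list (95% exact binomial interval 81.3 to 82.2), and 77.9% in the other direction. The lists were compared with those of the untreated lines to check the label. Peak regions of BC1 that JSC lacks were listed with the control sgRNA in 24.8% of 4338 cases, and regions of JSC that BC1 lacks in 81.1% of 9261. For regions of one line alone, the shares were 11.3% for BC1, 76.0% for JSC, 15.3% for BC3 and 19.0% for BCBL1. With IRF4 SE sgRNA2 they were 16.2%, 74.7%, 14.9% and 22.0%. These lists are therefore called the libraries labelled BC1.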

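In the libraries labelled BC1, peaks covered 51887 bp of the DUSP22 segment from 290000 to 350000 with the control sgRNA and 53187 bp with IRF4 SE sgRNA2. The 4001 bp around the IRF4 start site were covered in both. Over the IRF4 gene beyond its promoter, peaks covered 9951 bp with the control sgRNA and 1300 bp with IRF4 SE sgRNA2. These are lengths of listed peaks, and the height of the signal is not in the lists. The segments were chosen after the peaks had been seen.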

*IRF4* SE sgRNA2 reduced H3K27ac signals at the *IRF4* SE and promoter (Supplementary Fig. 4b). 

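By the stand-in of summed peak length, 776 broad stitched regions were above the cutoff with the control sgRNA in the libraries labelled BC1. The cutoff was 19760 bp, among 16140 stitched regions.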

In control sgRNA-treated cells, 165 SEs were identified. 

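With IRF4 SE sgRNA2, 800 broad stitched regions were above a cutoff of 18967 bp, 24 more than with the control sgRNA. The sign of this difference depended on the settings. It was -12 with the cutoff of the control applied to both lists, -164 with stitching within 5 kb, -75 within 20 kb and -8 with promoter peaks left out.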

In *IRF4* SE sgRNA2-treated cells, only 66 SEs were identified (Supplementary Fig. 4c, d). These data suggested that *IRF4* SE and IRF4 can globally affect the SE formation in PEL cells.

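Of 934 joined regions above either cutoff, summed peak length was shorter with IRF4 SE sgRNA2 in 434 and longer in 499. Of the 802 above the control cutoff, it was shorter in 431. The largest decrease, 78012 bp, was at CEP128 and TSHR on chromosome 14, followed by TRIO and by PDE7A with MTFR1. The largest increase, 50667 bp, was at TENT5A on chromosome 6, followed by ADRB1. Each list comes from pooled replicates, so no test between the sgRNAs was made. From the lower number of SEs with IRF4 SE sgRNA2, the paper proposes that the IRF4 SE and IRF4 affect SE formation globally.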

### *MCL1*, *CCND2*, and *MDM2* SEs are important for their expression and PEL cell growth

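MCL1 (ENSG00000143384) is on the minus strand of chromosome 1, from 150533371 to 150552214. A stitched region above the cutoff covered the gene in all 4 lines, ranking 64 in BC1, 276 in JSC, 19 in BC3 and 349 in BCBL1.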

SEs were present at the *MCL1* gene body and its 3′ region in all PEL cell lines. 

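Anchors 11.6 and 17.6 kb downstream of the MCL1 start site, toward the 3′ end, were linked to the MCL1 promoter in all 4 lines. The nearer one had 10 normalized read pairs in BC1, 20 in JSC, 4 in BC3 and 25 in BCBL1. JSC had a further pair of interactions 34.2 and 41.4 kb upstream.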

Major H3K27ac peaks are looped to the *MCL1* promoter region in all PEL cell lines (Fig. 4a). To determine if *MCL1* SEs are functionally important for *MCL1* expression, CRISPRi was used. Seven out eight sgRNAs significantly reduced *MCL1* expression (Fig. 4b). Five out of eight sgRNAs also inhibited PEL cell growth (Fig. 4c). 

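Stitched regions above the cutoff lay 400 to 500 kb upstream of the MDM2 start site, 69201957 of chromosome 12, in all 4 lines. The one from 68752227 to 68774044 in JSC ranked 143. The MDM2 promoter (ENSG00000135679) had no interaction in BC1, 3 in JSC, 1 in BC3 and 1 in BCBL1. In JSC an anchor 434 kb upstream with a peak was linked to it with 6.67 normalized read pairs. In BC3 the link led to an anchor 414 kb upstream without a peak, with 3 pairs. In BCBL1 the link led 61.4 kb upstream, with 7.78 pairs. Chains through a neighbouring site were not analysed here.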

SEs ~450 kb upstream of *MDM2* looped to *MDM2* or its nearby site that further looped to *MDM2* in BCBL1, BC3, and JSC cells, skipping some genes between SEs and *MDM2*. Additional SEs were present near *MDM2* SEs but they did not loop to the *MDM2* gene (Fig. 4d). 

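In JSC a second stitched region above the cutoff, from 68833219 to 68850797, ranked 437 and had no interaction with the MDM2 promoter. The 3 MDM2SE2 guides of Supplementary Data 2 lie 358 to 360 kb upstream, 1 of them with 362 exact matches in the genome. No anchor linked to the promoter covers them in any line. Those of MDM2SE1 lie 432 to 435 kb upstream, where JSC alone had a linked anchor.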

Ten out of 12 sgRNAs significantly reduced *MMD2* expression by CRISPRi (Fig. 4e). Three out of 12 of the sgRNAs also inhibited PEL cell growth (Fig. 4f). 

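At the CCND2 start site, 4382928 of chromosome 12, stitched regions above the cutoff were present in BC1, JSC and BCBL1, with ranks of 282, 480 and 486. In BC3 the region had 5669 bp of summed peak length, ranked 1314 and was below the cutoff.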

SEs were present at the *CCND2* promoter in BCBL1, BC1, and JSC cells. A cluster of enhancers ~160 kb upstream of *CCND2* also looped to *CCND2* TSS in BCBL1, BC1, and JSC cells (Fig. 4g). 

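The CCND2 promoter (ENSG00000118971) had 2 interactions in BC1, 4 in JSC, none in BC3 and 7 in BCBL1. An anchor from 4223568 to 4229899, 156 kb upstream, was linked with 14.4 normalized read pairs in BCBL1 and 9.17 in JSC. In BC1 the link led to the neighbouring anchor 164 kb upstream, which had no peak of that line and 3.08 pairs. The 3 CCND2SE1 guides lie between 4224368 and 4226440, in the anchor linked in JSC and BCBL1.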

All 12 sgRNAs significantly reduced *CCND2* expression by CRISPRi (Fig. 4h). Four out 12 of the sgRNAs also inhibited PEL cell growth (Fig. 4i). CRISPRi had no effects on the expression of neighboring genes (Supplementary Fig. 5a, b)

**Fig. 4:**
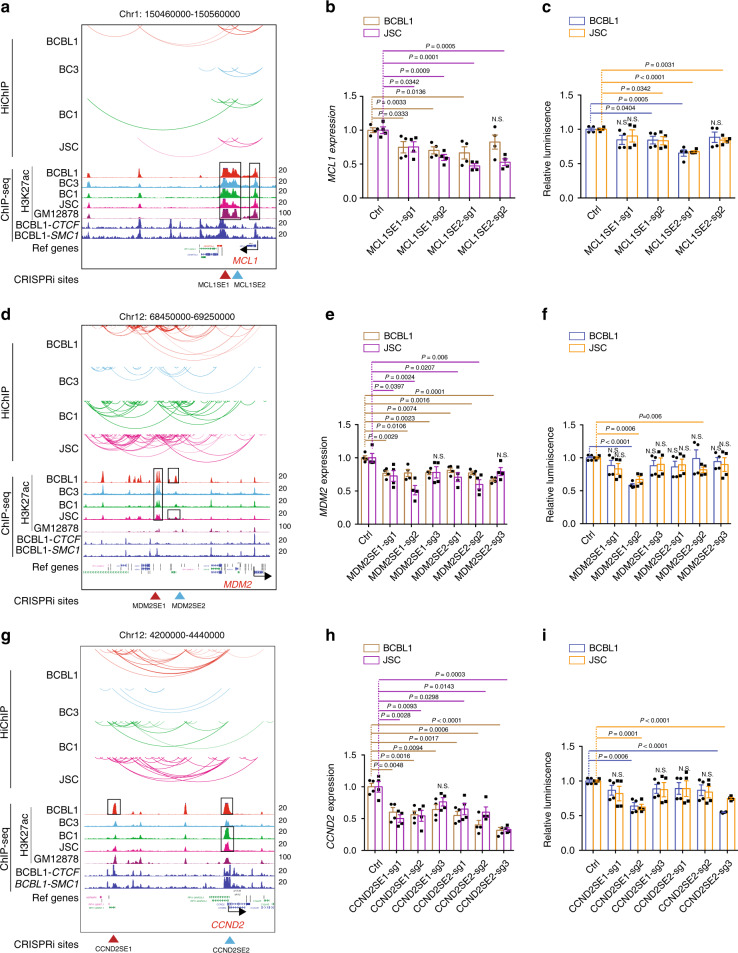
SEs control MCL1, MDM2, and CCND2 expression and PEL cell growth. **a** H3K27ac HiChIP linked SEs to *MCL1*. H3K27ac HiChIP links between SEs and target genes are shown by curved lines on the top. H3K27ac ChIP-seq tracks are shown under the links. BCBL1 CTCF and SMC1 tracks are also shown. SEs are marked by black boxes. **b** CRISPRi targeting SE significantly reduced *MCL1* gene expression, by qRT-PCR. The levels of control sgRNA-treated cells were set to 1 (*n* = 4, independent experiments). **c** CRISPRi targeting *MCL1* SE inhibits cell growth. PEL cell growth following CRISPRi treatment was measured by CellTiter Glo luminescent assay that measures live cell number (*n* = 4, independent experiments). **d** H3K27ac HiChIP linked SEs to *MDM2*. **e** CRISPRi targeting SEs significantly reduced *MDM2* gene expression (*n* = 4, independent experiments). **f** CRISPRi targeting *MDM2* SE inhibits cell growth (*n* = 4, independent experiments). **g** H3K27ac HiChIP linked SEs to *CCND2*. **h** CRISPRi targeting *CCND2* SE significantly reduced *CCND2* expression (*n* = 4, independent experiments). **i** CRISPRi targeting *CCND2* SE inhibits cell growth (*n* = 4, independent experiments). A two-tailed unpaired *t*-test was used for statistical analysis. The error bars indicate the SEM for the averages across the multiple experiments. Source data are provided as a Source Data file.

SEs were also present in *CFLAR* TSS/first intron, *TYRO3* loci in all or some PEL cell lines^60^, and long non-coding RNAs, such as *NEAT1* and *MALAT1* (Supplementary Fig. 6).

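At CFLAR, stitched regions above the cutoff covered the start site in all 4 lines, with ranks of 91 in BC1, 279 in JSC, 227 in BC3 and 239 in BCBL1. The promoter was linked to an anchor 8.88 kb downstream in every line, with 41.7 normalized read pairs in BCBL1. At TYRO3 the region was above the cutoff in BC1 and JSC, ranked 1820 and below it in BCBL1, and BC3 had no peak within 10 kb of the start site. NEAT1 was covered in all 4 lines, ranking 160, 115, 224 and 396 in BC1, JSC, BC3 and BCBL1. MALAT1 ranked 317, 564, 215 and 202 in these lines.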

### PEL SEs are sensitive to THZ1 and JQ1 perturbations

CDK7 inhibitor THZ1 blocks the phosphorylation of RNA polymerase II C-terminal domains and prevents POL II from active transcription^61^. JQ1 prevents BRD4 from binding to acetylated lysines^44^. Transcription co-factors form phase-separated condensates at SEs^62^. JQ1 can effectively block PEL cell growth and prevent KSHV genome looping^63,64^. JQ1 also reduces enhancer H3K27ac^65^. To evaluate the effects of JQ1 and THZ1 treatment on PEL SE activities, BCBL1 and JSC cells were treated with JQ1, THZ1, or vehicle for 48 h. MYC and IRF4 protein levels were decreased following the treatment by western blot (Fig. 5a). JQ1 and THZ1 treatment also significantly reduced H3K27ac signals at the MYC and IRF4 SEs by ChIP-qPCR (Fig. 5b). THZ1 treatment also significantly reduced H3K27ac signals at the MYC promoter (Fig. 5b). JQ1 and THZ1 treatment also significantly reduced PEL cell growth (Fig. 5c), supporting the notion that SEs are susceptible to perturbations (Fig. 5d).

**Fig. 5:**
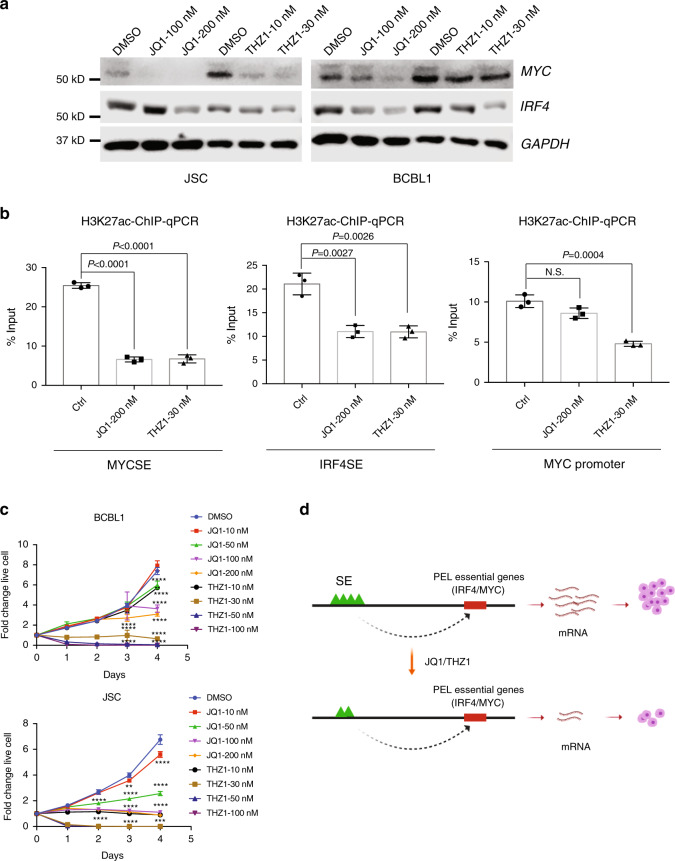
PEL SEs are sensitive to THZ1 and JQ1 perturbations. **a** MYC and IRF4 expression in BCBL1 and JSC cells treated with increasing doses of JQ1 and THZ1 or vehicle for 2 days was determined by immune blotting. GAPDH was used as loading control (*n* = 3, independent experiments with similar results). **b** BCBL1 H3K27ac ChIP-qPCRs signals at *MYC* SE, *IRF4* SE, and *MYC* promoter following JQ1 and THZ1 or vehicle treatment for 2 days (*n* = 3, independent experiments). A two-tailed unpaired *t*-test was used for statistical analysis. **c** BCBL1 and JSC cell growth following treatment with different doses of JQ1 or THZ1, DMSO was used as control. Cell growth was measured by luminescent cell viability assay (*n* = 4, independent experiments). Two-way analysis of variance (ANOVA) followed by Bonferroni multiple comparison analysis was used for analysis. **d** Graphic model of THZ1 and JQ1 treatment decreased PEL SE H3K27ac signals, which further downregulated SE-linked essential genesʼ (IRF4 and MYC) expression and inhibited cell growth. The error bars indicate the SEM for the averages across the multiple experiments. Source data are provided as a Source Data file.

### Enhancer landscapes of EBV and KSHV in PEL cells

To evaluate the epigenetic landscapes of the viral genome in PEL cells, ChIP-seq reads were also mapped to the viral genomes. The EBV genome had major H3K27ac peaks at the non-coding RNA EBER, Q promoter (Qp) which drives EBNA1 expression, and microRNA (Supplementary Fig. 7a). Minor H3K27ac peaks present origin or replication (ori-P), LMP2A, and LMP1, which is consistent with low levels of LMP2A expression in PEL cells. PEL H3K27ac ChIP-seq reads were also mapped to the KSHV and EBV genome. Similar to previous studies^27,28^, significant H3K27ac peaks were found at 20, 80, and 120–140 kb of the KSHV genome (Supplementary Fig. 7b).

## Discussion

H3K4me1 and H3K27ac mark active enhancers and promoters while H3K4me3 marks active promoters. KSHV LANA binds to host chromatin and associates with the H3K4 methyltransferase hSET1 complex^28^. H3K4me3 ChIP-seq identified active promoters in BCBL1 cells^28^. Here we used H3K27ac ChIP-seq to map the active enhancers and promoters in PEL cells. 

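Peaks that met no promoter numbered 8512 in BC1, 12172 in JSC, 12032 in BC3 and 23547 in BCBL1.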

We identified >10,000 significant enhancer sites that were located in the intergenic region or introns for BCBL1, BC3, BC1, and JSC cells. However, H3K27ac ChIP-seq cannot assign each enhancer to its direct target gene. Therefore, we used H3K27ac HiChIP to link these enhancers to their direct target genes, and generated enhancer connectomes of four PEL cell lines. We identified >8000 enhancer–promoter, enhancer–enhancer, and promoter–promoter interactions in these cell lines. 

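Interactions with both anchors called an enhancer or a promoter numbered 1849 in BC1, 4628 in JSC, 2633 in BC3 and 6781 in BCBL1.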

The connectome linked SEs to dependency factors MYC, IRF4, MCL, MDM2, and CCND2^66^.

Transcription is regulated efficiently by looping out genomic regions between active enhancers and promoters. Chromatin conformation capture-based assays interrogate the genomic interactions between remote genomic loci. Here, we used H3K27ac HiChIP to define the enhancer connectome of PEL cells, linking enhancers to their direct target genes genome-wide. We found that numerous enhancers loop to their direct target genes. These interactions were shown to be functional in PEL cells as CRISPRi tethering of transcription repressors to enhancers significantly reduced the expression of enhancer-associated genes.

Transcription profiling of PEL cells showed a resemblance of gene expression patterns similar to plasma cells. PRDM1 plays a critical role in plasma cell differentiation, probably through manipulating MYC expression. 

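The PRDM1 consensus CTTTCNCTTTC was in 0.999% of the peak windows outside promoters in BC1, 0.715% in JSC, 0.740% in BC3 and 1.54% in BCBL1. These shares were 2.60, 1.75, 1.90 and 3.44 times those of the flanking windows. In each line the ratio exceeded that of all 10 permuted consensuses.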

Our motif analyses found significant enrichment of the PRDM1 motif in PEL H3K27ac peaks^67^. BCL6, on the other hand, is a marker of germinal center B cells^68^. Surprisingly, the BCL6 motif was also enriched in PEL H3K27ac peaks. These data suggested that PEL cells are different from classical plasma cells. 

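The BCL6 consensus TTCCNRGAA was in 3.08% of the peak windows outside promoters in BC1, 3.59% in JSC, 3.10% in BC3 and 3.66% in BCBL1. Relative to the flanks, this was 0.909, 1.21, 0.995 and 1.20 times as frequent. Only in BCBL1 did the ratio exceed that of every permuted consensus.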

Since germinal center B cells are rapidly growing cells, BCL6 may provide a proliferation signal to ensure PEL cell proliferation.

SEs are more sensitive to perturbations than typical enhancers and are ideal therapeutic targets. Therefore, full characterization of SE may lead to development of cancer therapies. Similar to SEs in many other cancers, PEL SEs were linked to key oncogenes such as MYC. MYC is also under the control of SEs in other types of B cell lymphomas, such as mantle cell lymphoma and LCLs^14,57^. In PEL cells, MYC SEs were downstream from MYC TSS, similar to MYC SEs in centroblasts and high-grade B lymphoma cells^23,58^. GM12878 MYC SEs are co-occupied by many B cell TFs such as ETS1, STAT5, IRF4, NFAT, EBF, E2A, and SPI1; all essential EBV TFs; and co-factors^21^. These cell TFs may also be important for PEL MYC SE formation. IRF4 is essential for both GM12878 and PEL growth and survival^13,38^ and binds to PEL enhancers^69^. IRF4 is also controlled by SEs in both GM12878 and PEL cells. In B cells, IRF4 can dimerize with SPI1 to bind to EICE sites^49^. IRF4 may contribute to PEL cell growth and survival by regulating other essential genes’ expression. This is supported by the enrichment of EICE sites in PEL enhancers. CCND2 is critical for cell cycle progression. SEs were found upstream of *CCND2* TSS in BCBL1, BC1, and JSC cells. 

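The farthest interactions of the CCND2 promoter led 389 kb upstream in BC1 and 214 kb upstream in BCBL1, each to an anchor without a peak. Anchors 132 and 121 kb upstream were linked in JSC and BCBL1.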

Additional enhancers were also evident ~180 kb upstream of CCND2 TSS and looped to *CCND2*. MCL1 and CFLAR are both anti-apoptotic that were both linked to SEs in both GM12878 and all PEL lines tested. *MDM2* had multiple SEs ~450 kb upstream of TSS. HiChIP linked the SEs to *MDM2* TSS or neighboring enhancers in BCBL1, BC3, and JSC cells. MDM2 can degrade the tumor suppressor TP53^70^. PEL SEs were also linked to microRNAs and lncRNAs. Oncomir MIR21 is linked to SEs in both PEL and GM12878^14^. 

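A broad stitched region that covers the MIR21 hairpin was above the cutoff in all 4 lines, ranking 17 in BC1, 87 in JSC, 49 in BC3 and 214 in BCBL1.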

In LCLs, MIR155 is also linked to SE. But in PEL cells, no SE was linked to MIR155, consistent with the lack of MIR155 expression in PELs and the presence of a KSHV mimic of MIR155^71^. 

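MIR155 lies in MIR155HG (ENSG00000234883), which starts at 26934122 of chromosome 21. A promoter peak, 1414 bp wide, was listed in BC3 alone. The promoter had 1 interaction in BC1 and 1 in BC3, with 3.08 and 3 normalized read pairs, the lowest scores of these lines, and none in JSC or BCBL1. No stitched region within 50 kb was above the cutoff in any line.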

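The promoter of NEAT1 (ENSG00000245532) had 5 interactions in BC1, 5 in JSC, 4 in BC3 and 12 in BCBL1. That of MALAT1 (ENSG00000251562) had 1, 3, 2 and 5.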

LncRNA NEAT1 and MALAT1 play important roles in oncogenesis, in PEL cells, the both were linked to SEs.

BRD4 and CDK7 are essential components of SEs in various cancers. BRD4 and CDK7 inhibitors JQ1 and THZ1 can kill many different cancer cells^21^. JQ1 can effectively induce PEL cell growth arrest, apoptosis, and senescence^63^. Additional targets can be identified by further analyses to fully characterize the profiles of TFs that bind to PEL SEs and what co-factors are recruited by these TFs. It is also not clear how these SEs loop to their target gene and how known looping factors CTCF and cohesins contribute to the long-range genomic interactions. Comprehensive understanding of the PEL SEs may identify therapeutic targets.

## Methods

### Cell culture

PEL cells were cultured in RPMI1640 media supplemented with 20% fetal calf serum (Gibco), 100 unit/mL streptomycin, and 100 mg/mL penicillin (Gibco). HEK293T cells purchased from ATCC were cultured in Dulbecco modified Eagle medium supplemented with 10% fetal calf serum (Gibco), 100 unit/mL streptomycin, and 100 mg/mL penicillin. All the cells were maintained at 37 °C in a 5% CO_2_ humidified chamber. Cells were confirmed to be mycoplasma negative.

### Antibodies

Antibodies used in this study are: H3K27Ac (Abcam, Cat: ab4729, dilution: 1:2000), GAPDH (Abcam, Cat: ab9485, dilution: 1:5000), MYC (Cell Signaling Technology, Cat: 13987, dilution: 1:1000), MEF2C (Cell Signaling Technology, Cat: 5030, dilution: 1:500), IRF4 (Santa Cruze, Cat: sc-377383, dilution: 1:500), and CAS9 (Thermo Fisher, Cat: MA1-201, dilution: 1:1000).

### ChIP-seq and HiChIP

ChIP-seq was done following^19^. PEL cell H3K27Ac HiChIP libraries were prepared following^16^. In brief, 15 million cells were cross-linked with 1% formaldehyde and lysed with Hi-C lysis buffer (10 mM Tris-HCl pH 7.5, 10 mM NaCl, 0.2% NP-40, 1X Roche protease inhibitors). Cross-linked DNA was digested by 375 U Mbo I at 37 °C for 2 h. DNA ends were filled in with biotin-dATP (Thermo Fisher 19524016), dCTP, dGTP, and dTTP mix, and DNA Polymerase I, Klenow fragment (NEB, M0210) with shaking at 37 °C for 1 h. T4 DNA Ligase was used for proximity DNA ligation at 4 °C overnight. After ligation, DNA was sonicated using a Covaris M220. Fragmented DNA were then diluted 10 times with ChIP dilution buffer (0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris-HCl pH 7.5, 167 mM NaCl) and samples precleared with Protein A Dynabeads at 4 °C for 1 h. DNA–protein complexes were captured with 8 μL H3K27Ac antibody at 4 °C overnight. DNA–protein complexes were captured with Protein A beads with rotation at 4 °C for 2 h. Beads were washed and DNA were eluted twice with 150 μL of freshly prepared DNA Elution Buffer (50 mM sodium bicarbonate pH 8.0, 1% SDS). The eluted DNA was reverse cross-linked. DNA was purified with a PCR purification Kit (Qiagen). Biotin dATP labeled DNA was captured with 5 μL Streptavidin C-1 beads (Thermo Fisher, #65001) and DNA was then transposed with 2.5 μL of Tn5. Beads were then washed. After the final wash, beads were re-suspended with 23 μL ddH2O, 25 μL 2X Phusion HF (New England Biosciences), and 1 μL of each of Nextera forward primer (Ad1_noMX) and Nextera reverse primer (Ad2.X) at 12.5 μM. PCR was run at: (1) 72 °C for 5 min, (2) 98 °C for 1 min, (3) 98 °C for 15 s, (4) 63 °C for 30 s, and (5) repeat steps 1–4 for a total of 8 cycles, and final extension at 72 °C for 1 min. After PCR amplification, a two-sided size selection with Ampure XP beads was performed for DNA size selection and purification. Samples were then sequenced on the Illumina Nextseq platform (2 × 75 bp).

### CRISPR knock out

BCBL1 was transduced with CAS9 expressing lentivirus followed by Blasticidin selection. sgRNAs from the Brunello library were used to knock out gene of interest. sgRNAs were packaged into lentiviruses. Lentiviruses were prepared by transfecting HEK293T cells with pCMV-VSVG (# 8454; Addgene), psPAX2 (#12260; Addgene), and pLenti-Guide-puro plasmid expressing gRNA with TransIT-LT1 transfection reagent (Mirus) according to the manufacturer’s instructions. Viruses were used to transduce BCBL1 cells; 48 h after infection, cells were selected by 3 μg/mL Puromycin. Cells were then allowed to grow for another 3 days.

### CRISPRi repression

BCBL1 and JSC stably expressing dCAS9-KRAB-MeCP2 fusion proteins were selected by blasticidin. Cells were transduced by lentiviruses expressing sgRNA. Cells were selected with puromycin and then allowed to grow for 3 days.

### Cell growth assay

CellTiter-Glo^®^ Luminescent Cell Viability Assay (Promega) was used to determine the relative number of viable cells in each condition.

### qRT-PCR

Total mRNAs were extracted using PureLink RNA mini kit (Life Technologies). Two hundred nanogram of mRNA was used as template for reverse transcription with iScript™ Reverse Transcription Supermix (Bio-rad). cDNAs were then amplified on an CFX96 Touch real-time PCR detection system (Bio-Rad), and SYBG Green (Thermo Fisher) was used to detect cDNA amplification. GAPDH was used to normalize gene expression. RNA relative expression was calculated using the 2 ΔΔCT method. The value for the cells transduced with non-targeting sgRNA was set to 1.

### ChIP-qPCR

Ten million cells were fixed with 1% formaldehyde. The cells were then lysed and lysates were sonicated with bioruptor (Diagenode) with 30 s on, 30 s off for 45 cycles. Sonicated chromatin was diluted with ChIP dilution buffer and incubated with H3K27ac or control antibodies. Protein–DNA complexes were precipitated with protein A beads. After precipitation beads were washed extensively and eluted protein–DNA complexes were reverse cross-linked. DNA was purified by using QIAquick Spin columns (Qiagen). qPCR was used to quantify the DNA from ChIP assay and normalize it to the percent of input DNA. Primers used in this study are provided in Supplementary Data 2.

### Microarray data and processing

Gene expression microarray data were download from GEO (GSE1880) for BC1, BC3, and BCBL1 cell lines, followed by normalization using RMA^72^. Normalized signals of probes targeting the same genes were averaged for each gene. Genes were further categorized into two groups for expression comparison: H3K27Ac peaks within 20 kb upstream of genes’ transcription start site or no peaks otherwise.

### ChIP-seq and HiChIP data analysis

FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc) was performed on both ChIP-seq and HiChIP sequencing reads to ensure sequencing experiments have no considerable flaws such as heavy GC bias and PCR artifacts. ChIP-seq reads were aligned to human (hg19) and EBV (Akata) genomes using Bowtie2 v2.2.3^73^ under default settings except parameter −*k* was set to 1. Read mappability rate ranges from 94 to 98% across ChIP-seq samples. ChIP-seq peaks were called using MACS v2.1.0^74^ (default settings except reporting criteria was set as FDR < = 0.99) on each replicated sample followed by IDR analysis (v2.0.3), default settings except reporting criteria was set as IDR < = 0.02, which is suggested by ENCODE consortium^75,76^ to generate reproducible peaks between replicates. Peaks located in blacklist regions^77^ were excluded in analysis. The HOMER program^46^ was then used to detected motifs in ChIP-seq peaks. Genome-wide ChIP-seq coverage were normalized with size factors which were determined using DiffBind^78^ combined with DESeq2^79^. SEs were called with ROSE v1.0.0 under default settings^32^ using IDR-reported H3K27ac peaks. HiChIP paired-end reads (17–27 million reads for each sample) were mapped using HiC-Pro v2.11.1^33^ (default settings with LIGATION_SITE set as GATCGATC for Mbo I) and significant loops identified with hichipper v0.7.5^34^ (default settings except parameter—skip-diffloop was set). In detail, HiChIP experiments are performed with Mbo I, which can introduce a biasness to the fragment sizes due to non-uniform distribution of cut sites. hichipper performs a background correction based on the non-uniform distribution of restriction fragments, to better infer anchors and loops. Quality control was performed by ensuring a high percentage of reads were mapped (>90%), within anchors (>65%) and supporting valid interactions (25–35%). Mapped reads were also visually inspected on the WashU genome browser^80^ to ensure significant enrichment when compared to H3K27ac ChIP-seq reads, general uniformity between replicates, and good signal-to-noise ratio, which are indicative of a successful ChIP experiment. Replicates samples were then merged and loops were identified by (1) merging anchors within 1.5 kb of each other, (2) removing loops that are <5 kb in length. Loops scores were further normalized by total number of valid interaction read pairs in each cell line. A minimum of three normalized read pairs were used to filter strong long-range interactions. Long-range interactions were then annotated using diffloop v1.10.0^81^ (default parameters with enhancer and promoter regions defined as below) to decide enhancer–enhancer loops, enhancer–promoter loops, and promoter–promoter loops. Here, promoters were defined as ± 2 kb regions surrounding gene transcription start sites. Enhancers were defined as identified H3K27Ac binding regions except those located at promoter regions.

### Pathway analysis

Pathway enrichment analysis was performed with gene names using DAVID version v6.8^82^. Selected KEGG pathways that have *P*-value less than 0.05 were reported

### Statistics and reproducibility

Statistics were done as stated in the figure legends. No statistical method was used to predetermine sample size. Sample sizes were chosen based on similar studies in the relevant literature. Source data are provided as a Source Data file.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting summary

## Data Availability

The H3K27ac ChIP-seq and HiChIP data were deposited in GEO, accession number “GSE136090”. The data can be visualized on human genome browser: http://epigenomegateway.wustl.edu/legacy/?genome=hg19&session=8jnrl5LWsd&statusId=843552307. KEGG database was obtained from DAVID version v6.8. Gene expression microarray data were download from GEO “GSE1880” for BC1, BC3, and BCBL1 cell lines. CTCF and SMC1 ChIP-seq data were downloaded from GEO, “GSE38411”. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding authors upon reasonable request. A reporting summary for this Article is available as a Supplementary Information file. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Boulanger E (2005). Prognostic factors and outcome of human herpesvirus 8-associated primary effusion lymphoma in patients with AIDS. J. Clin. Oncol..

[2] Godfrey A, Anderson J, Papanastasiou A, Takeuchi Y, Boshoff C (2005). Inhibiting primary effusion lymphoma by lentiviral vectors encoding short hairpin RNA. Blood.

[3] Wies E (2008). The viral interferon-regulatory factor-3 is required for the survival of KSHV-infected primary effusion lymphoma cells. Blood.

[4] Shimada K, Hayakawa F, Kiyoi H (2018). Biology and management of primary effusion lymphoma. Blood.

[5] Guasparri I, Keller SA, Cesarman E (2004). KSHV vFLIP is essential for the survival of infected lymphoma cells. J. Exp. Med..

[6] Laherty CD, Hu HM, Opipari AW, Wang F, Dixit VM (1992). The Epstein-Barr virus LMP1 gene product induces A20 zinc finger protein expression by activating nuclear factor kappa B. J. Biol. Chem..

[7] Sun Q, Zachariah S, Chaudhary PM (2003). The human herpes virus 8-encoded viral FLICE-inhibitory protein induces cellular transformation via NF-kappa B activation. J. Biol. Chem..

[8] Trivedi P (2004). Infection of HHV-8+ primary effusion lymphoma cells with a recombinant Epstein-Barr virus leads to restricted EBV latency, altered phenotype, and increased tumorigenicity without affecting TCL1 expression. Blood.

[9] McHugh D (2017). Persistent KSHV infection increases EBV-associated tumor formation in vivo via enhanced EBV lytic gene expression. Cell Host Microbe.

[10] Bigi R (2018). Epstein-Barr virus enhances genome maintenance of Kaposi sarcoma-associated herpesvirus. Proc. Natl. Acad. Sci. USA.

[11] Roy D, Sin SH, Damania B, Dittmer DP (2011). Tumor suppressor genes FHIT and WWOX are deleted in primary effusion lymphoma (PEL) cell lines. Blood.

[12] Fan W (2005). Distinct subsets of primary effusion lymphoma can be identified based on their cellular gene expression profile and viral association. J. Virol..

[13] Manzano M (2018). Gene essentiality landscape and druggable oncogenic dependencies in herpesviral primary effusion lymphoma. Nat. Commun..

[14] Jiang S (2017). The Epstein-Barr virus regulome in lymphoblastoid cells. Cell Host Microbe.

[15] Maass PG, Barutcu AR, Rinn JL (2019). Interchromosomal interactions: a genomic love story of kissing chromosomes. J. Cell Biol..

[16] Mumbach MR (2016). HiChIP: efficient and sensitive analysis of protein-directed genome architecture. Nat. Meth..

[17] Mansour MR (2014). Oncogene regulation. An oncogenic super-enhancer formed through somatic mutation of a noncoding intergenic element. Science.

[18] Schmidt SC (2015). Epstein-Barr virus nuclear antigen 3A partially coincides with EBNA3C genome-wide and is tethered to DNA through BATF complexes. Proc. Natl. Acad. Sci. USA.

[19] Zhao B (2011). Epstein-Barr virus exploits intrinsic B-lymphocyte transcription programs to achieve immortal cell growth. Proc. Natl. Acad. Sci. USA.

[20] Zhao B (2014). The NF-kappa B genomic landscape in lymphoblastoid B cells. Cell Rep..

[21] Zhou H (2015). Epstein-Barr virus oncoprotein super-enhancers control B cell growth. Cell Host Microbe.

[22] Warburton A (2018). HPV integration hijacks and multimerizes a cellular enhancer to generate a viral-cellular super-enhancer that drives high viral oncogene expression. PLoS Genet.

[23] Yashiro-Ohtani Y (2014). Long-range enhancer activity determines Myc sensitivity to Notch inhibitors in T cell leukemia. Proc. Natl. Acad. Sci. USA.

[24] Ernst J (2011). Mapping and analysis of chromatin state dynamics in nine human cell types. Nature.

[25] Flavahan WA, Gaskell E, Bernstein BE (2017). Epigenetic plasticity and the hallmarks of cancer.. Science.

[26] Toth Z (2016). LANA-mediated recruitment of host polycomb repressive complexes onto the KSHV genome during de novo infection. PLoS Pathog..

[27] Toth Z (2013). Biphasic euchromatin-to-heterochromatin transition on the KSHV genome following de novo infection. PLoS Pathog..

[28] Hu J (2014). LANA binds to multiple active viral and cellular promoters and associates with the H3K4methyltransferase hSET1 complex. PLoS Pathog..

[29] Gunther T, Schreiner S, Dobner T, Tessmer U, Grundhoff A (2014). Influence of ND10 components on epigenetic determinants of early KSHV latency establishment. PLoS Pathog..

[30] Lu F (2012). Identification of host-chromosome binding sites and candidate gene targets for Kaposi’s sarcoma-associated herpesvirus LANA. J. Virol..

[31] Chen HS, Wikramasinghe P, Showe L, Lieberman PM (2012). Cohesins repress Kaposi’s sarcoma-associated herpesvirus immediate early gene transcription during latency. J. Virol..

[32] Whyte WA (2013). Master transcription factors and mediator establish super-enhancers at key cell identity genes. Cell.

[33] Servant N (2015). HiC-Pro: an optimized and flexible pipeline for Hi-C data processing. Genome Biol..

[34] Lareau CA, Aryee MJ (2018). hichipper: a preprocessing pipeline for calling DNA loops from HiChIP data. Nat. Methods.

[35] Quentmeier H (2019). The LL-100 panel: 100 cell lines for blood cancer studies. Sci. Rep..

[36] Belletti D (2016). PEGylated siRNA lipoplexes for silencing of BLIMP-1 in primary effusion lymphoma: in vitro evidences of antitumoral activity. Eur. J. Pharm. Biopharm..

[37] Riva G (2015). Antineoplastic effects of liposomal short interfering RNA treatment targeting BLIMP1/PRDM1 in primary effusion lymphoma. Haematologica.

[38] Ma Y (2017). CRISPR/Cas9 screens reveal Epstein-Barr virus-transformed B cell host dependency factors. Cell Host Microbe.

[39] Minamino K (2012). IRF-2 regulates B-cell proliferation and antibody production through distinct mechanisms. Int. Immunol..

[40] Thomas MD, Kremer CS, Ravichandran KS, Rajewsky K, Bender TP (2005). c-Myb is critical for B cell development and maintenance of follicular B cells. Immunity.

[41] Pfeffer SR, Yang CH, Pfeffer LM (2015). The role of miR-21 in cancer. Drug Dev. Res..

[42] Qin Z, Peruzzi F, Reiss K, Dai L (2014). Role of host microRNAs in Kaposi’s sarcoma-associated herpesvirus pathogenesis. Viruses.

[43] Tsai YH (2009). The M type K15 protein of Kaposi’s sarcoma-associated herpesvirus regulates microRNA expression via its SH2-binding motif to induce cell migration and invasion. J. Virol..

[44] Chapuy B (2013). Discovery and characterization of super-enhancer-associated dependencies in diffuse large B cell lymphoma. Cancer Cell.

[45] Liu T (2014). Use model-based analysis of ChIP-Seq (MACS) to analyze short reads generated by sequencing protein-DNA interactions in embryonic stem cells. Meth. Mol. Biol..

[46] Heinz S (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol. Cell.

[47] Belle I, Zhuang Y (2014). E proteins in lymphocyte development and lymphoid diseases. Curr. Top. Dev. Biol..

[48] Wang, C. et al. TAF family proteins and MEF2C are essential for Epstein-Barr virus super-enhancer activity. *J. Virol.***93**, 10.1128/JVI.00513-19 (2019).10.1128/JVI.00513-19PMC667587631167905

[49] Jiang S (2014). Epstein-Barr virus nuclear antigen 3C binds to BATF/IRF4 or SPI1/IRF4 composite sites and recruits Sin3A to repress CDKN2A. Proc. Natl. Acad. Sci. USA.

[50] Arguello M (2003). Disruption of the B-cell specific transcriptional program in HHV-8 associated primary effusion lymphoma cell lines. Oncogene.

[51] Care MA (2014). SPIB and BATF provide alternate determinants of IRF4 occupancy in diffuse large B-cell lymphoma linked to disease heterogeneity. Nucleic Acids Res..

[52] Krappmann D, Vincendeau M (2016). Mechanisms of NF-kappaB deregulation in lymphoid malignancies. Semin. Cancer Biol..

[53] Matta H, Chaudhary PM (2004). Activation of alternative NF-kappa B pathway by human herpes virus 8-encoded Fas-associated death domain-like IL-1 beta-converting enzyme inhibitory protein (vFLIP). Proc. Natl. Acad. Sci. USA.

[54] An FQ (2005). The latency-associated nuclear antigen of Kaposi’s sarcoma-associated herpesvirus modulates cellular gene expression and protects lymphoid cells from p16 INK4A-induced cell cycle arrest. J. Biol. Chem..

[55] Gopalakrishnan R, Matta H, Tolani B, Triche T, Chaudhary PM (2016). Immunomodulatory drugs target IKZF1-IRF4-MYC axis in primary effusion lymphoma in a cereblon-dependent manner and display synergistic cytotoxicity with BRD4 inhibitors. Oncogene.

[56] Robson MI, Ringel AR, Mundlos S (2019). Regulatory landscaping: how enhancer-promoter communication is sculpted in 3D. Mol. Cell.

[57] Ryan RJH (2017). A B cell regulome links notch to downstream oncogenic pathways in small B cell lymphomas. Cell Rep..

[58] Ryan RJ (2015). Detection of enhancer-associated rearrangements reveals mechanisms of oncogene dysregulation in B-cell lymphoma. Cancer Disco..

[59] Yeo NC (2018). An enhanced CRISPR repressor for targeted mammalian gene regulation. Nat. Methods.

[60] Wong JP (2019). Kinome profiling of non-Hodgkin lymphoma identifies Tyro3 as a therapeutic target in primary effusion lymphoma. Proc. Natl. Acad. Sci. USA.

[61] Wang Y (2015). CDK7-dependent transcriptional addiction in triple-negative breast cancer. Cell.

[62] Sabari BR (2018). Coactivator condensation at super-enhancers links phase separation and gene control.. Science.

[63] Tolani B, Gopalakrishnan R, Punj V, Matta H, Chaudhary PM (2014). Targeting Myc in KSHV-associated primary effusion lymphoma with BET bromodomain inhibitors. Oncogene.

[64] Chen HS (2017). BET-inhibitors disrupt Rad21-dependent conformational control of KSHV latency. PLoS Pathog..

[65] Brown JD (2014). NF-kappaB directs dynamic super enhancer formation in inflammation and atherogenesis. Mol. Cell.

[66] Park A (2020). Global epigenomic analysis of KSHV-infected primary effusion lymphoma identifies functional MYC superenhancers and enhancer RNAs. Proc. Natl. Acad. Sci. USA.

[67] Klein U (2003). Gene expression profile analysis of AIDS-related primary effusion lymphoma (PEL) suggests a plasmablastic derivation and identifies PEL-specific transcripts. Blood.

[68] Basso K, Dalla-Favera R (2012). Roles of BCL6 in normal and transformed germinal center B cells. Immunol. Rev..

[69] Manzano M (2020). Kaposi’s sarcoma-associated Herpesvirus drives a super-enhancer-mediated survival gene expression program in primary effusion lymphoma.. mBio.

[70] Elabd S, Meroni G, Blattner C (2016). TRIMming p53’s anticancer activity. Oncogene.

[71] Skalsky RL (2007). Kaposi’s sarcoma-associated herpesvirus encodes an ortholog of miR-155. J. Virol..

[72] Irizarry RA (2003). Exploration, normalization, and summaries of high density oligonucleotide array probe level data. Biostatistics.

[73] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[74] Zhang Y (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol..

[75] Landt SG (2012). ChIP-seq guidelines and practices of the ENCODE and modENCODE consortia. Genome Res..

[76] Li Q, Huang BJH, Bickel PJ (2011). Measuring reproducibility of high-throughput experiments. Ann. Appl. Stat..

[77] Amemiya HM, Kundaje A, Boyle AP (2019). The ENCODE blacklist: identification of problematic regions of the genome. Sci. Rep..

[78] Ross-Innes CS (2012). Differential oestrogen receptor binding is associated with clinical outcome in breast cancer. Nature.

[79] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[80] Zhou X (2013). Exploring long-range genome interactions using the WashU Epigenome Browser. Nat. Methods.

[81] Lareau CA, Aryee MJ (2018). Diffloop: a computational framework for identifying and analyzing differential DNA loops from sequencing data. Bioinformatics.

[82] Huang da W, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat. Protoc..

# Supplementary material for: Primary effusion lymphoma enhancer connectome links super-enhancers to dependency factors
**Source:** Nat Commun. 2020 Dec 9;11:6318. doi: 10.1038/s41467-020-20136-w
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1:** SEs were linked to their target genes by H3K27ac HiChIP for each of the PEL cell line. The linked genes for each cell line are listed in the dataset.

**Supplementary Data 2:** Primers used in the paper.

How the deposited data were processed for this re-analysis (not part of the article)

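H3K27ac HiChIP and H3K27ac ChIP-seq of the PEL cell lines BC1, JSC, BC3 and BCBL1 were analysed, with H3K27ac ChIP-seq after CRISPRi with a control sgRNA or IRF4 SE sgRNA2 in libraries labelled BC1. BC1 and JSC are EBV positive, BC3 and BCBL1 EBV negative. Each list combines 2 replicates, and the input libraries have no list of their own.

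For HiChIP, the authors aligned and filtered read pairs with HiC-Pro, called loops with hichipper, merged the replicates, merged neighbouring anchors and removed short loops. The score of each interaction was made by the authors before the files were deposited: read pairs normalized by the total valid read pairs of the line, with at least 3 normalized read pairs kept. For ChIP-seq, the authors aligned reads with Bowtie2, called peaks in each replicate with MACS2 and kept those reproducible by IDR. The deposited peak lists hold positions alone. The lists of the CRISPRi libraries also hold viral sequences, chromosome Y and unplaced sequences, which were left out of all comparisons between lists.

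Each interaction is listed once from each of its anchors and was counted once. Positions were read as hg19 and are given counted from 1. Start sites came from GENCODE release 44 lifted to GRCh37, one per gene, that of the canonical transcript where one is marked. A promoter is the 2 kb on either side of a start site. Peaks were called shared when they overlapped by at least 1 bp. Interactions were called shared when both anchors overlapped. ROSE needs read signal, so broad stitched regions stood in for SEs: peaks stitched within 12.5 kb, ranked by summed peak length, with the cutoff where the ranked curve, scaled to its highest value and to the number of regions, reaches slope 1. The nearest gene of a region is that with the start site inside it or nearest to either end. Motifs were searched as 8 consensus sequences with 10 permuted forms each. Guides and primers of Supplementary Data 2 were placed by exact match in the genome.

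Anchors with peaks were tested against 1000 circular shifts of the anchors along their chromosome (one-sided). Shares carry exact Clopper-Pearson intervals of 95%. No test between lines or sgRNAs was made, since each list is a single value. Read depth per library is not in the lists, so the precision of a single peak is unknown. For interactions, the lowest score stood for 4 steps in BC1 and JSC, 3 in BC3 and 6 in BCBL1. The replicates were merged, so their spread at a single interaction is unknown.

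The genes named are every gene the paper names beside a HiChIP or H3K27ac statement. For comparisons over all regions, the 5 regions with the largest difference are considered, and for interactions the 3 with the most normalized read pairs in each line. This rule, the comparisons and most alternatives were fixed before the data were examined. The windows around genes, the DUSP22 segment, the motif consensuses and a few alternatives for start sites and anchor classes were chosen afterwards. The alternatives covered the minimum of read pairs and of distance, anchor width, promoter definition, peak width and overlap, stitching distance, ranking and cutoff.

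The interval code was checked against direct counting on simulated intervals, with 0 mismatches in 8020 comparisons. For the shift test, 200 simulated sets without planted overlap gave p of 0.05 or less in 5% of sets, and sets with 10% of anchors placed on a peak did in all 200. The analysis used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Expression, growth, ChIP-qPCR, 3C, pathway and network results were not analysed here.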

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

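The test on viral sequences and chromosome Y and the test on regions with a promoter inside were chosen only after their results were seen. The test on regions with no promoter inside was set out before its result was known.

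Among linked broad stitched regions, 12.0% skipped the nearest gene in BCBL1, far from 21.2% in BC1, 21.1% in JSC and 20.6% in BC3. The gap narrowed with at least 5 normalized read pairs, to 12.6% against 15.7%, 18.2% and 15.5%, and with protein-coding genes alone the shares were 9.68% against 14.0%, 18.5% and 15.2%. Of 47 groups of 4 lines examined in this way, 1 had a line this far from the others, where chance would give 2.35. One candidate explanation is that longer regions hold the nearest promoter themselves. Among linked regions with a promoter inside, 8.15% of 466 skipped the nearest gene in BCBL1 (95% exact binomial interval 5.84 to 11.0), against 14.7% in JSC (11.5 to 18.3), 17.3% in BC3 and 17.5% in BC1. This argues against regions that hold a promoter as the whole cause. They may be part of it against BC1 and JSC, since a promoter lay inside 90.1% of the linked regions of BCBL1, 84.0% in BC1, 83.3% in JSC and 91.7% in BC3. Other effects of region length were not tested. Regions with no promoter inside were too few to decide: 47.1% of 51 skipped the nearest gene in BCBL1 (32.9 to 61.5), against 40.4% in BC1, 53.3% in JSC and 57.6% in BC3. The greater number of peaks listed in BCBL1 was not tested as a cause, and no biological explanation was tested.

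The paper describes H3K27ac peaks on the EBV and KSHV genomes in PEL cells, but not those after CRISPRi. In the libraries labelled BC1, 14 peaks lay on the EBV sequence with the control sgRNA and 6 with IRF4 SE sgRNA2. KSHV had 3 and 4 peaks, and chromosome Y had 6 and 31. The untreated lists hold 0 such peaks, so these sequences may have been left out of those lists before deposit. For EBV and KSHV, the peaks that the paper describes speak against a lack of such signal in PEL cells. For chromosome Y, a lack of peaks in the untreated cells cannot be told apart from their removal, since the lists give no sign of what was removed. Whether the numbers differ between the sgRNAs was not tested, and no biological explanation was tested.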

How the results depend on the processing

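The start sites of every transcript were tried only after the data were seen, as were anchors on both a promoter and an enhancer called enhancers. The other alternatives were set before. Values for lines are in the order BC1, JSC, BC3 and BCBL1. The cause was not tested except where stated. A stricter threshold on peaks was not run, since the lists hold no score for peaks. No paired analysis was possible because each deposited list combines the replicates that the labels number alike.

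The share of anchors with a peak stayed above every shifted share in all 4 lines with at least 5 normalized read pairs and with anchors widened by 1 kb. The numbers of peaks stayed within 1.5 times with peaks of at least 500 bp or peaks within 1 kb joined. In all, 112 main values held, 94 moved and 4 reversed, and of the values at single loci 193 held and 47 moved.

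Fewer interactions pass a stricter minimum by construction. They numbered 2004, 6312, 4576 and 6323 with at least 4 normalized read pairs, 1189, 3719, 1738 and 4780 with at least 5, and 2210, 3957, 3434 and 4942 with at least 20 kb between anchors. The depth of each library, which is not known, limits how these compare between lines.

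The share of peaks at promoters was 56.9%, 50.2%, 49.2% and 37.6% within 1 kb of a start site, 57.9%, 50.8%, 50.3% and 36.2% by peak midpoint, 51.4%, 44.9%, 44.3% and 31.3% with protein-coding genes alone and 67.1%, 62.8%, 63.2% and 50.0% with every transcript. Fewer or more start sites lower or raise it by construction.

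With at least 5 normalized read pairs, enhancer-enhancer interactions numbered 218, 894, 199 and 920, enhancer-promoter 175, 654, 223 and 1102, and promoter-promoter 100, 493, 201 and 1047. With protein-coding genes alone, promoter-promoter interactions numbered 219, 640, 473 and 1442, and enhancer-enhancer in BCBL1 2890. With every transcript, promoter-promoter interactions numbered 1390, 2646, 2527 and 4143, and enhancer-enhancer 400 and 1175 in BC3 and BCBL1.

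Interactions in all 4 lines made up 24.8%, 20.0%, 14.1% and 21.2% with anchors widened by 5 kb, and those of one line alone 30.9%, 34.5%, 49.1% and 31.8%. With at least 5 normalized read pairs the shares were 13.7%, 4.38%, 9.38% and 3.41% in all 4 lines and 36.4%, 57.7%, 55.4% and 64.3% alone. With equal numbers of interactions, 6.67% of BC1 and of BC3 were in all 4 lines, and 61.4% of BC1, 65.7% of BC3 and 52.7% of BCBL1 were alone.

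When the covered part of the shorter peak had to be no smaller than the rest of it, 74.2%, 73.4% and 89.2% of BC1 peaks were found in JSC, BC3 and BCBL1. The shares were 57.5%, 61.2% and 77.3% of JSC peaks in BC1, BC3 and BCBL1, 59.5%, 64.0% and 79.7% of BC3 peaks in BC1, JSC and BCBL1, and 44.0% of BCBL1 peaks in BC3. In the libraries labelled BC1, 80.5% of control peaks were found with IRF4 SE sgRNA2, 76.9% in the other direction, and 79.8% of untreated BC1 peaks were found with the control.

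With promoter peaks left out, broad stitched regions numbered 327, 434 and 416 in BC1, JSC and BC3, 493 with the control sgRNA and 485 with IRF4 SE sgRNA2, fewer by construction. The difference of IRF4 SE sgRNA2 minus control, 24 as reported, reversed to -164 with stitching within 5 kb, -75 within 20 kb, -8 with promoter peaks left out and -12 with the control's cutoff for both. Its sign is therefore not settled by these lists.

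The share of regions that skip the nearest gene was 14.0% in BC1 and 15.2% in BC3 with protein-coding genes alone, and 15.7% and 15.5% with at least 5 normalized read pairs.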

Differences from the paper's values

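The lowest number of promoter-promoter interactions in a line was 608, against the paper's 326. Of the alternatives set before the data were examined, promoters within 1 kb of a start site (447) and start sites of protein-coding genes alone (219) fell within 1.5 times the paper's value. At least 5 normalized read pairs (100) and anchors widened by 1 kb on each side (813) did not. Nor did 2 alternatives chosen after seeing the values, start sites of every transcript (1390) and anchors on both a promoter and an enhancer called enhancers (503).

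Among linked broad stitched regions of BCBL1, 12.0% skipped the nearest gene, against the paper's 50% of SEs. None of the alternatives set before the data were examined closed the gap: start sites of protein-coding genes alone gave 9.68%, at least 5 normalized read pairs 12.6% and as many of the highest-ranked regions as the paper has SEs in BCBL1 12.1%. The regions linked to the nearest gene and to another made up 49.7%, which is another measure. Among linked regions with no promoter inside, 47.1% of 51 skipped the nearest gene (32.9 to 61.5), against 8.15% of 466 with a promoter inside. The interval of the former holds the paper's 50%, but these regions are few. The regions are a stand-in for SEs.

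The paper reports fewer SEs with IRF4 SE sgRNA2 than with the control sgRNA. By summed peak length, 800 broad stitched regions were above the cutoff with IRF4 SE sgRNA2 and 776 with the control. Ranking by span gave a difference of 26 in the same direction. The number was lower with IRF4 SE sgRNA2, as in the paper, with stitching within 5 kb (-164) or 20 kb (-75), with promoter peaks left out (-8) and with the control's cutoff for both (-12).

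The paper reports less H3K27ac at the IRF4 SE and promoter with IRF4 SE sgRNA2. Peaks covered 53187 bp of the DUSP22 segment with it and 51887 bp with the control, and the promoter was covered in full in both. Over the IRF4 gene beyond its promoter, peaks covered 1300 bp with it and 9951 bp with the control, and the stitched region there had 6157 and 15006 bp of summed peak length. The height of the signal is not in the lists.

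The paper reports no significant signal at the sites 428 and 525 kb upstream of MYC in PEL cells. A peak was listed near the first in BC1 (675 bp) and BCBL1 (762 bp), and near the second in BC1 (2435 bp), JSC (2171 bp) and BCBL1 (1656 bp).

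The paper links more enhancers to MIR21 and IRF2 than were found, and farther from MIR21. Over the 4 lines, MIR21 had 5 different far anchors, the farthest 88.1 kb away, and IRF2 had 9. At the IRF4 promoter the paper places a SE in BCBL1, where the stitched region ranked 781 and was below the cutoff.

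Of the motifs the paper names at enhancers, the consensus for ISRE and SPI1:IRF exceeded every permuted form in all 4 lines, MEF2 in BC3 and BCBL1, NF-kB in BC3, BCL6 in BCBL1, and E2A and RBPJ in none. For NF-kB the ratio to the flanks was highest in BC1, 3.08, where 1 permuted form was higher. The search used consensus sequences and not HOMER's matrices.

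The paper links SEs far upstream to MDM2 in BCBL1, BC3 and JSC, directly or through a nearby site. Of anchors 400 to 500 kb upstream, one carrying a peak was linked directly to the MDM2 promoter in JSC alone, 434 kb away. The anchor in BC3 carried no peak, and the one linked in BCBL1 lay 61.4 kb upstream, with a peak. Links through a nearby site were not analysed here. The number of peaks outside promoters in BC1, 8512, is below the number of enhancer sites the paper gives for the lines.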

Other observations

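The test on the HIV sequence was chosen only after its result was seen. The other tests were set out before theirs. For the label of each HiChIP library, an earlier form of the measure was replaced after its result was seen.

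Interactions with no peak at either anchor made up a large share of the lists in BC1, JSC and BC3. Ligation of neighbouring fragments may add to them: their median distance was at most 0.644 times that of interactions with a peak at both anchors, over the 4 lines. They may also lie near the minimum of read pairs, with a median score at most 0.875 times as high. Peaks missed by the threshold in a line's own list are a further candidate explanation in BC1, JSC and BC3, where anchors without an own peak met a peak of another line at least 1.59 times as often as shifted anchors. This ratio cannot tell missed peaks from anchors set over the lines together. At the named loci, anchors had the same coordinates in several lines, such as 322311 to 348203 at IRF4. In BCBL1 this ratio was 0.995 (one-sided permutation test by shifts, p = 0.533), and the test cannot decide there. Anchors without an own peak could hardly meet a peak that BCBL1 shares, while shifted anchors could, which lowers the ratio. BCBL1 shared 89.9% of BC1 peaks, 78.3% of JSC peaks and 80.7% of BC3 peaks. No biological explanation was tested.

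In BC1, 31.7% of the interactions lay on chromosome 8, against 12.3% in JSC, 7.00% in BC3 and 17.0% in BCBL1. The share of BC1 peaks on chromosome 8, 5.13%, argues against a greater number of peaks as the cause. More copies of the chromosome could add interactions without a peak, 36.3% of which lay there in BC1. BCBL1 had 36.8%, so copy number in BC1 cannot be told apart from a cause shared with BCBL1, and copy number was not measured here.

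Peaks found in BCBL1 alone had a median width 0.607 times that of the other BCBL1 peaks. They may be weak peaks that pass the threshold in a library of greater depth or enrichment, and a difference between the lines stays open and untested. Likewise, peaks listed with one sgRNA and not the other had a median width at most 0.648 times that of peaks in both lists, consistent with peaks near the threshold of detection.

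In the libraries labelled BC1, 80.4% of the peak regions of JSC that BC1 lacks were listed with the control sgRNA, outside the 12 longest regions of each list. Of those of BC1 that JSC lacks, 24.7% were. More peaks passing the threshold would raise the share for BC1 too, but 11.0% of the regions of BC1 alone were listed, against 74.4% for JSC, 14.9% for BC3 and 18.9% for BCBL1. A candidate explanation is that these libraries come from JSC cells. The label may be wrong in either direction, since untreated and CRISPRi libraries were compared only with each other. For the untreated BC1 peaks, the HiChIP interactions of BC1 speak against an exchange of lines. The interactions of one line alone met the peak regions of that line alone at least 1.60 times as often as those of any other line. This measure divides by the number of regions per line. The share of interactions that met such a region goes the other way in BC1, 5.68% for its own regions against 12.8% for those of BCBL1, and in BC3, 5.32% against 12.3%, since BCBL1 has 16360 such regions.

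Peaks on an HIV sequence were listed 3 times with each sgRNA, covering 2112 bp with the control sgRNA. A lentiviral vector in the CRISPRi cells could give such peaks. The untreated lists may have left out the sequence, so a vector cannot be told apart from a difference in what was searched.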
